# Hypothalamic FTO upregulates BDNF to promote GnRH expression through the PI3K/Akt pathway, leading to precocious puberty

**DOI:** 10.3389/fendo.2025.1665391

**Published:** 2025-10-31

**Authors:** Shaolian Zang, Yang Ouyang, Pin Li, Xiaoqin Yin

**Keywords:** fat mass and obesity-associated (FTO), puberty onset, gonadotropin-releasing hormone (GnRH), brain-derived neurotrophic factor (BDNF), m6A methylation

## Abstract

**Background:**

Puberty is among the most important stages in human development. Timely activation of hypothalamic gonadotropin-releasing hormone (GnRH) neurons underlies the initiation of pubertal development. The fat mass and obesity-associated (FTO), which is expressed in the hypothalamus, may regulate the m6A methylation of its target genes, influencing GnRH expression in the hypothalamus during puberty onset. This study aimed to explore the mechanism by which FTO regulates the function of its target neurotrophins within the hypothalamus and to clarify the molecular pathway underlying precocious puberty.

**Methods:**

Methylated RNA immunoprecipitation sequencing (MeRIP-seq) was used to assess m6A methylation in the hypothalamus of female rats. Serum brain-derived neurotrophic factor (BDNF) levels were measured in girls with central precocious puberty (CPP) and matched controls. BDNF was applied to GnRH neurons *in vitro*. The functions of FTO were assessed through overexpression and knockdown in animal models, with downstream signaling evaluated via BDNF/PI3K/Akt pathway analysis. Intracerebroventricular (ICV) injections of a BDNF-overexpressing lentiviral vector or a negative control (NC) were used to investigate the role of central BDNF in regulating puberty onset and reproductive function.

**Results:**

Hypothalamic GnRH and FTO expression progressively increased whereas m6A methylation decreased during puberty. MeRIP-seq revealed significantly reduced m6A methylation of Bdnf mRNA in the arcuate nucleus (ARC) of female rats during early puberty. In the ARC, BDNF was expressed adjacent to GnRH-positive fibers and terminals. In addition, serum BDNF levels were higher in girls with CPP girls than in the control group. *In vitro*, BDNF treatment stimulated GnRH expression in GT1–7 cells. FTO positively regulated BDNF expression in an m6A methylation-dependent manner. FTO overexpression activated BDNF/PI3K/Akt signaling in the ARC and accelerated puberty onset. Conversely, FTO knockdown delayed vaginal opening and suppressed BDNF/PI3K/Akt signaling. ICV delivery of a BDNF-overexpressing lentivirus increased hypothalamic BDNF and GnRH expression, leading to a distinct endocrine profile.

**Conclusion:**

These findings suggest that FTO regulates the m6A demethylation of BDNF and promotes GnRH expression through the BDNF/PI3K/Akt signaling pathway. This study improves our understanding of the function of BDNF, which is critical for the development of therapeutic strategies for preventing and treating of precocious puberty.

## Introduction

Adolescence is an important period of transition from childhood to adulthood. The onset of puberty is a result of the timely activation of gonadotropin-releasing hormone (GnRH) neurons. Central precocious puberty (CPP) is a common disease characterized by abnormal sexual development. The primary cause of CPP is the premature stimulation of GnRH neurons and the hypothalamic–pituitary–gonadal axis (HPGA), which eventually leads to advanced pubertal development and sexual maturation (1). The same programmed process occurs during HPGA initiation and sexual maturation as during normal pubertal development. Recently, the prevalence of CPP has been increasing. Moreover, the frequency of this disease in females exceeds that in males and has a serious effect on the physiology and psychology of girls (2). Studies have shown that children with CPP are more likely to develop malignancies such as breast and gastrointestinal cancer, along with developing diabetic tendencies and obesity during adulthood (3). Therefore, elucidating the mechanisms that regulate the release of GnRH is essential for understanding the initiation of puberty. The onset of puberty is directed by a complex interplay among neurons and glial cells located within the hypothalamus. Neurons and glial cells drive puberty onset and sexual development by promoting a pulsing increase in GnRH secretion, leading to sexual maturity. The increase in pulsing GnRH secretion is attributed to the gradual elimination of prepubertal inhibition and increased responsiveness to excitatory effects. The inhibitory factor mainly includes dynorphin. Excitatory factors mainly include Kiss1, neurokinin B (NKB), and leptin (4). Previous studies have shown a functional connection between neurotrophic factors including BDNF in the ovaries and the Kiss1 receptor signaling system (5).

Neurotrophins (NTs) are secreted peptides or proteins produced by the body that act on the nervous system. They influence the development, differentiation and survival of both neurons and glial cells (6). NTs include nerve growth factor (NGF), brain-derived neurotrophic factor (BDNF), neurotrophin-3 (NT-3), neurotrophin-4 (NT-4), and other neuropeptides of nonmammalian origin. The various functions of NTs are carried out mainly through their binding to specific receptors (7). Brain-derived neurotrophic factor (BDNF) is a 27 kDa protein belonging to the neurotrophic factor superfamily and is expressed in various tissues and organs throughout the body. Its structure is complex, comprising several regulatory elements and four distinct promoters (8). A previous study of primary cultures of GnRH cells from mouse embryos revealed that BDNF can induce GnRH neurite growth (9). Cumulus cells can also secrete BDNF, which promotes the maturation of mouse oocytes (10, 11). This effect is mediated by high-affinity neurotrophin receptor kinase 2 (NTRK2) expressed in oocytes. When ligands trigger receptor activation, the maturation of fertilized eggs is facilitated via activation of phosphatidylinositol 3-kinase (PI3K) signaling (12). BDNF is the most abundant, widely distributed, and complex neurotrophic factor in the mammalian brain and serves as a crucial protein. The presence of BDNF-positive neurons in the hypothalamic arcuate nucleus (ARC), ventromedial nucleus (VMN), dorsomedial nucleus (DMN), paraventricular nucleus (PVN), and median eminence (ME) has been confirmed (13, 14). These regions are also responsible for integrating and encoding information related to energy homeostasis in the body and are closely related to HPGA initiation (15). Furthermore, administering the recombinant BDNF protein directly to the central nervous system can influence the activity of HPGA in sheep, primarily by inducing the expression of the GnRH mRNA (16). Consequently, a plausible hypothesis is that BDNF plays a role within the core neuroendocrine circuit to regulate HPGA function.

Interestingly, hippocampal BDNF expression decreases in mice deficient in the fat mass and obesity-associated (FTO) protein, suggesting that FTO has a regulatory effect on the BDNF pathway (17). As the key ‘eraser’ of N6-methyladenosine (m6A) methylation, FTO has been shown to modulate energy metabolism in the hypothalamic ARC (18–20). However, the roles of BDNF signaling and FTO-mediated m6A demethylation of BDNF in pubertal development remain inadequately defined. In our research, we further investigated the mechanism by which FTO-driven m6A demethylation functions as a regulatory system at the onset of puberty. FTO levels increased, while m6A methylation gradually decreased with the progression of puberty. In pubescent female rats, m6A modification of Bdnf mRNA within the ARC significantly decreased, as evidenced by m6A epigenetic transcriptomic sequencing. We demonstrated that the FTO-catalyzed m6A methylation of BDNF modulates the expression of GnRH through the PI3K/Akt pathway in the hypothalamus, influencing puberty onset. Our data suggest a previously unrecognized link between FTO and BDNF signaling during puberty onset, which helps us to more fully understand pubertal development.

## Materials and methods

### Animals

Three-week-old and five-week-old female Sprague–Dawley rats were purchased from Shanghai Jie Sijie Experimental Animal Co., Ltd. (Shanghai, China). FTO+/- mice were purchased from Cyagen Biosciences (Suzhou, China). In this study, we used female mice aged 3 to 5 weeks for all the experiments. Each of the juvenile and pubertal groups included 13 female rats, among which 5 were used for real-time PCR, 5 for m6A detection, and 3 for immunofluorescence (IF) staining. A total of 9 female rats were included in the group with FTO overexpression within the ARC and the corresponding control group, among which 3 were used for real-time PCR, 3 for Western blot analyses, 3 for IF staining, and 6 out of 9 for histological assessments. The number of FTO wild-type and heterozygous mice were the same as those of the above-mentioned female rats. The animals were housed in an environment free from pathogens and lived in a cage with a controlled temperature that cycled through 12 hours of light and 12 hours of darkness. This animal experiment was approved by the Animal Experiment Committee of Shanghai Children’s Hospital (SHCH-IACUC-2022-XMSB-40). Institutional guidelines and the guidelines of the Committee for the Purpose of Control and Supervision of Experiments on Animals (CPCSEA) were strictly followed for animal handling, and the reporting of animal experiments follows the ARRIVE (Animal Research: Reporting of *In vivo* Experiments) guidelines.

### Participants

From July to September 2022, peripheral serum samples were obtained from 14 patients with CPP and 10 healthy girls for the determination of BDNF levels. The inclusion and exclusion criteria included the onset of breast development before the age of 8 years in girls and a greater-than-normal annual growth rate. Patients with peripheral precocious puberty (PPP) were not included. This study was approved by the Medical Ethics Committee of Shanghai Children’s Hospital, School of Medicine, Shanghai Jiao Tong University, and informed consent was obtained from all participants (approval number: 2020R153-E02).

### ELISA

Plasma levels of brain-derived neurotrophic factor (BDNF) in patients were measured quantitatively using an enzyme-linked immunosorbent assay (ELISA) kit according to the manufacturer’s instructions (Multi Sciences, China). The range of BDNF concentrations was 6.25 pg/mL–400 pg/mL. Whole blood samples were collected from the hearts of female rats, and plasma was obtained after centrifugation. The levels of E2, LH, and FSH in female rat serum were measured with ELISA kits (USCN Life Science, USA) according to the manufacturer’s instructions. The experiments were conducted in triplicate.

### Tissue collection

Female rats and mice were administered sodium pentobarbital at concentrations of 3% or 1% (0.5 mL/100 g body weight) to induce anesthesia, respectively. The rats and mice were humanely sacrificed by cervical dislocation. Afterward, they were decapitated to obtain the entire brain. Based on the anatomical methods reported in the literature (21), we further collected arcuate nucleus (ARC) and hypothalamic tissues for subsequent molecular biological experiments. Total RNA was extracted for sequencing from the ARC, which were dissected from fresh mouse brain tissues. The brain tissues were rapidly frozen in liquid nitrogen and sectioned using a cryostat (Epredia HM525 NX, Shanghai, China). The ARC regions were carefully selected under a stereomicroscope based on anatomical landmarks. The ARC region was identified according to the third ventricle as the central reference point, delineating a triangular area extending bilaterally from the ventricle toward the arcuate nucleus. The anatomical location of the hypothalamus was mainly defined by four landmark structures, including the temporal sulci on either side, the posterior margin of the body of the papilla at the posterior boundary, and the anterior chiasma at the anterior boundary. The dissected fragments were approximately 2 mm thick. For qPCR, WB and m6A detection, the whole hypothalamus was isolated and frozen in liquid nitrogen.

### Quantitative real-time PCR

Total RNA was extracted from tissues and cells with TRIzol Reagent (Invitrogen, CA, USA). cDNA was synthesized from the extracted RNA (1 μg) via reverse transcription using a reverse transcription kit (AG, Hunan, China). Then, qRT–PCR was conducted with a qPCR Kit (AG, Hunan, China). β-Actin was validated as a stable internal control across developmental stages via consistency checks and comparisons to Gapdh expression. β-Actin was used as the internal control, and relative gene expression was determined using the 2-^△△Ct^ method. The sequences are listed in the **Supplementary Materials** (**Supplementary Table S1**).

### Western blotting

Protein was extracted with lysis buffer (Thermo, MI, USA) supplemented with protease and phosphatase inhibitors (Roche, CH). After quantification using a BCA Kit (Thermo, MI, USA), 30 μg of protein from each sample was separated using SDS–PAGE and transferred to membranes. The membranes were subsequently incubated with primary antibodies overnight at 4 °C. Afterward, the membranes were treated with an HRP-conjugated secondary antibody and incubated at room temperature for 1 h. Visualization was achieved with an enhanced chemiluminescence (ECL) system. The protein band intensities were analyzed using ImageJ software. The antibodies used are listed in the **Supplementary Materials** (**Supplementary Table S2**).

### Immunofluorescence staining

We conducted IF staining of the hypothalamus to compare the expression levels of BDNF, GnRH and FTO. The hypothalamus was cut into 20 μm sections and then placed in PBS. The tissues were incubated with primary antibodies for 24 h at 4 °C. Afterward, corresponding fluorescent dye-conjugated secondary antibodies were applied to the tissues and incubated for 1 h in the dark. We subsequently added 4’, 6-diamidino-2-phenylindole (DAPI) and an anti-fluorescence quencher to the tissues. Finally, images of cells with positive staining were captured using a fluorescence microscope and confocal microscope to analyze of the expression of the proteins of interest and distribution of positive cells. The specific parameter settings were as follows: the optical section thickness was 6 μm, and the total thickness (including tissue, slide and cover glass) was 0.9 - 1.2 mm. The excitation wavelength for green fluorescence was 488 nm, and that for red fluorescence was 555 nm.

### Methylated RNA immunoprecipitation sequencing

The ARC tissues of three rats were pooled into one sample to create one sequencing library for each group (n = 2 libraries in total: the prepubertal pooled group and the early pubertal pooled group). MeRIP-seq was performed by Cloudseq Biotech, Inc. (Shanghai, China). m6A RNA immunoprecipitation (IP) was performed with a GenSeq™ m6A-MeRIP Kit (GenSeq, Inc., Shanghai, China). RNA sequencing libraries were generated for both input samples for IP and m6A IP. The generated libraries were analyzed with an Illumina NovaSeq 6000 system using 150 bp paired-end reads. The reads were then analyzed with Cutadapt software (v1.9.3) after the removal of low-quality reads and 3’ adaptor trimming. GO analysis and KEGG pathway enrichment analysis of the genes encoded by the differentially methylated proteins was performed. Pathway analysis was performed using the GO and KEGG databases (22).

### Cell culture and treatment

GT1–7 cells were obtained from the Shanghai Clinical Center for Endocrine and Metabolic Diseases, Shanghai Jiao Tong University. All the cells used in the experiments were passaged between 15 and 25 times. The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, NY, USA) supplemented with 10% fetal bovine serum (FBS; Gibco), 100 U/mL penicillin and 100 μg/mL streptomycin. The cells were maintained at 37 °C in 5% CO_2_ in an incubator. Recombinant human BDNF (PeproTech, USA) was reconstituted in sterile PBS supplemented with 0.1% bovine serum albumin (BSA). When the cell confluence reached approximately 70–80%, the cells were treated with 100 ng/mL BDNF. After 24 hours, the cells were collected for the analysis of GnRH mRNA expression.

### RNA interference and plasmid transfection

OBiO Technology (Shanghai, China) designed and synthesized lentiviral constructs expressing BDNF, FTO, and mutant plasmids. Mutant FTO (FTO-MUT) was generated by introducing a point mutation (R96Q) at its enzymatic active site (23, 24). This mutation abolished its m6A demethylase activity while maintaining its protein expression and stability. After the plasmids and lentiviral vectors were successfully constructed and verified by sequencing, they were transfected into the cells. Under a fluorescence microscope, the transfection conditions that led to a higher transfection rate were dentified by observing the expression of GFP fluorescence. Transfection was subsequently performed again under the identified optimal conditions, and the expression levels of the target genes and proteins were further verified by qPCR and Western blotting, respectively. Cells were transfected with lentiviruses and plasmids using Lipofectamine 3000 (Invitrogen, USA). After 48 h or 72 h of transfection, the cells were collected. An EFFS or CMV promoter was introduced into the scAAV expression vector to clone rat FTO cDNA. scAAV-FTO and scAAV-control were obtained from Vigene Biosciences (Shandong Vigene Biosciences Co., Ltd., China). The final titer was 5.24 × 10^^13^-8.01 × 10^^13^ vg/mL. The sequences are listed in the **Supplementary Materials** (**Supplementary Table S3**).

### m6A qPCR

Total RNA was extracted using an RNA Extraction Kit (AG, China), and DNase I was used to eliminate DNA contamination. mRNA was then purified from the RNA samples using a Dynabeads™ mRNA purification kit (Thermo Fisher, USA). The EpiQuik™ CUT&RUN m6A RNA Enrichment Kit (Epigentek, USA) was subsequently used for m6A IP. The relative expression levels of m6A-methylated target genes were determined by calculating the Cq value of the m6A IP sample divided by the Cq value of the input. Detailed information about the primer sequences utilized can be found in the **Supplementary Materials** (**Supplementary Table S1**).

### Dual-luciferase reporter assay

The pMIR-REPORT luciferase vector was modified to include either the original or altered (substitution of m6A with T) version of the downstream Bdnf exon. 

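The Bdnf exon fragment given for the wild-type reporter is 111 bases long and holds 5 matches to RRACH, the motif of m6A sites (R is A or G, and H is A, C or T in the DNA sequence). The altered version differs at 5 bases, A13T, A35T, A40T, A83T and A99T, counted from 1 at the 5' end of the fragment with the wild-type base first. Each substitution removes the A of a match, GAACT at 13, AAACA at 35, AGACA at 40 and 83, and GGACA at 99, and the altered fragment holds 0 matches. The MeRIP-qPCR primers for Bdnf, AGCAAAGCCGAACTTCTCAC and TTTGCTGTCCTGGAGACTCA, listed in the paper for mouse and not rat, lie in the same fragment and enclose its bases 2 to 106, an amplicon of 105 bases with all 5 matches. The place of the fragment in a genome was not analysed here.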

Cells in 24-well plates were cotransfected with these constructs alongside OE-FTO (KD-FTO or control vector). Firefly and Renilla luciferase activities were measured in each well 24 hours after transfection using a dual-luciferase reporter assay system (Vazyme, China).

The sequence of the Bdnf exon with wild-type m6A-methylated sites as follows:

GAGCAAAGCC**GAACT**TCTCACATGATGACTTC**AAACAAGACA**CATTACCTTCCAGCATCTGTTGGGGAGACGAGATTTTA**AGACA**CTGAGTCTCCA**GGACA**GCAAAGCCAC

The sequence of the Bdnf exon with mutant m6A-methylated sites was as follows:

GAGCAAAGCC**GATCT**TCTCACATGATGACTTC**AATCAAGTCA**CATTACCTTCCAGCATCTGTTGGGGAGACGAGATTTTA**AGTCA**CTGAGTCTCCA**GGTCA**GCAAAGCCAC

### Stereotaxic injections

The brains of female rats aged 3 weeks were injected with scAAVs or a lentivirus (LV) via a precision-guided technique. First, they were anesthetized using a 1% solution of sodium pentobarbital (0.5 mL per 100 g of body). Each rat received a microinjection of 1 microliter of scAAV overexpressing FTO into the bilateral ARC (0.4 mm lateral and 1.6 mm posterior to bregma, 9.4 mm from the dural surface). The virus was injected at a rate of 250 nanoliters per minute using a finely calibrated 10 μL Hamilton syringe. Each rat also received an intracerebroventricular (ICV) microinjection of 40 μL of an LV overexpressing BDNF (1.5 mm lateral and 0.8 mm posterior to bregma, 3.5 mm from the dural surface). The LV was injected at a rate of 4 microliters per minute using a finely calibrated 50 μL Hamilton syringe. All surgical interventions were performed over approximately 20 minutes. In the recovery phase, the rats were kept on a heated pad within a sterile enclosure until they were fully conscious and could be returned to their home cages.

### Hematoxylin–eosin staining

After the mice were euthanized the intact uterus and ovaries were quickly removed. The wet weight was measured, and the ratio of wet weight to body weight was calculated to determine the organ coefficient of the uterus/ovary. The tissues were immediately placed in an adequate amount of 4% paraformaldehyde in phosphate buffer solution and fixed at room temperature for 12–24 hours. Afterward, the samples were dehydrated, cleared, and embedding in paraffin. Continuous sections were cut at a thickness of 4 μm. Afterward, the sections were placed in a 60 °C oven for 2 hours. After dewaxing, the sections were rinsed with running water for 2 minutes and sequentially stained with hematoxylin and eosin. Finally, the sections were analyzed under an optical microscope. We analyzed the HE-stained images of the largest cross-section of the ovaries of each female mouse. A follicle was counted only when its oocyte nucleus was clearly visible in the slice. This approach ensured that each follicle was counted only once at its maximum cross-section. The CL is a large and complex structure. Only slices of the central connective tissue core were considered to contain the CL. Using these counting methods, double counting of follicles and CLs was avoided.

### Statistics

Statistical analyses were conducted using GraphPad Prism 8.0 (GraphPad, San Diego, CA, USA) and SPSS software (version 20, SPSS, Inc., Chicago, IL, USA), and the results are presented as the mean ± standard errors of the means (S.E.M.s). Initially, the data were checked for normal distribution and homogeneity of variance. Student’s t test was employed to compare two sets of data that met these criteria in SPSS. Multiple comparisons were performed using one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test. A *p* value less than 0.05 was considered to indicate statistical significance.

## Results

### MeRIP-seq of the hypothalamic ARC of 3-week-old and 5-week-old female rats

In female rats with normal development, the level of the m6A methylation decreased from the juvenile stage to early puberty (**Supplementary Figure S1A**). Both the mRNA and protein levels of FTO in the hypothalamus increased substantially upon puberty onset (**Supplementary Figures S1B, C**). Next, we performed MeRIP-seq of RNA extracted from the ARC of female rats. 

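m6A (N6-methyladenosine) is a methyl mark on adenosines inside mRNAs. MeRIP-seq pulls down RNA fragments with an antibody against m6A and compares the sequenced pull-down (IP) with the input RNA it was taken from. In the ARC, the arcuate nucleus of the hypothalamus, 29653 m6A peaks in 13485 genes were listed at 3 weeks, with a median log2 enrichment over input of 3.17, or 9.01-fold. At 5 weeks there were 33056 peaks in 14036 genes, with a lower median log2 enrichment of 2.81, or 6.99-fold. The 4 libraries are 1 input and 1 IP library at 3 weeks (21 days) and 1 input and 1 IP library at 5 weeks (35 days). Each age is 1 pool of ARC tissue from 3 female rats, so no difference between the ages has a replicate check. Fold enrichment and p of each peak are the authors' own values, as their caller gave them. The authors' deposited table of the comparison between the ages holds 12704 peaks in 8592 genes, with the enrichment at each age and their difference as a log2 fold change, which is negative where a peak is weaker at 5 weeks. It holds only peaks with the authors' p under 0.05, of 30125 regions tested, a number recovered from the relation of p to adjusted p. The peaks as a whole were weaker at 5 weeks: the median log2 fold change is -0.95 over the authors' deposited table, and -0.32 over 17268 peaks paired between the separate lists of the ages. The lists hold no read counts, so the depth of each library is unknown. Trimming with fastp 0.19.4 and alignment with HISAT2 2.0.4 are named in the submitters' processing notes, and the peak caller is not given in the sources used here. The notes name a human genome build, while chromosomes and gene identifiers are those of rat, so coordinates are given as listed, without a build.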

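At 3 weeks, 27.8% of peaks (95% Wilson interval 27.3% to 28.3%) lay in exons outside the UTRs and away from start and stop codons, 26.2% (25.7% to 26.7%) in 3' UTRs and 24.6% (24.1% to 25.1%) at stop codons. At 5 weeks the shares were 29.7% (29.2% to 30.2%) for exons, 27.3% (26.8% to 27.8%) for 3' UTRs and 22.9% (22.5% to 23.4%) for stop codons. Together these regions held 78.6% of the peaks at 3 weeks and 79.9% at 5 weeks. Start codons held 8.46% and 7.85%, 5' UTRs 8.12% and 7.49%, exons of non-coding RNAs 4.64% and 4.67%, and introns 0.125% and 0.0998% at 3 and 5 weeks. Peaks at stop codons were also stronger than those in exons and 3' UTRs. Their median log2 enrichment was 4.11 at 3 weeks, against 2.91 in exons and 2.64 in 3' UTRs, and 3.54 at 5 weeks, against 2.62 and 2.42. The regions are those of the authors' annotation, and the intervals cover counting error over peaks, not differences between animals. The sequence motif was not analysed here, since no genome sequence was used.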

We analyzed differential expression based on the fold enrichment of the peaks in the two groups. m6A peaks were strongly enriched in the RRACH motif (**Figure 1A**) and were located primarily in coding regions (CDRs) and 3’ untranslated regions (UTRs), and near stop codons (**Figure 1B**; **Supplementary Figure S1D**). 

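Most genes with an m6A peak carried 1 to 3 of them, and genes had more peaks at 5 weeks than at 3 weeks. At 3 weeks 5456 of 13485 genes (40.5%, 95% Wilson interval 39.6% to 41.3%) had 1 peak, 3863 had 2, 2150 had 3, 1027 had 4, 523 had 5 and 466 had 6 or more. At 5 weeks 5108 of 14036 genes (36.4%, interval 35.6% to 37.2%) had 1 peak, 4046 had 2, 2383 had 3, 1223 had 4, 624 had 5 and 652 had 6 or more. The genes with the most peaks, named after their values were seen, were Pcdhga5 (22 at 3 weeks and 33 at 5 weeks) and Pcdha5 (22 and 24), clustered protocadherins that act in adhesion between neurons, and the cytoskeletal linker genes Syne1 (20 and 22) and Macf1 (17 and 21). A peak was found at both ages in 12784 genes, at 3 weeks alone in 701 and at 5 weeks alone in 1252. Of the 3-week peaks, 83.7% (83.3% to 84.1%) overlapped a 5-week peak by at least 1 base on the same strand, and 75.1% (74.6% to 75.5%) of the 5-week peaks overlapped a 3-week peak. Peaks without a partner were weaker, with a median log2 enrichment of 2.58 at 3 weeks and 2.24 at 5 weeks, against 3.33 and 3.07 for those with one, so a missing partner can be a peak under the caller's threshold.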

The distribution of genes with different abundance of m6A sites is displayed in **Supplementary Figure S1E**. 

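In the ARC of 5-week-old rats, the authors' deposited table has 5953 m6A peaks weaker and 1348 stronger by at least 2-fold than at 3 weeks. They lie in 4778 and 1226 genes, and 309 genes have a peak of each kind. The weaker peaks with the smallest p include those of the microtubule-associated proteins Map1b (log2 enrichment 6.55 at 3 weeks and 5.53 at 5 weeks) and Map1a (5.74 and 4.64), the synaptotagmin Syt11 (4.57 and 3.40) and the tubulin Tuba4a (4.49 and 3.29), all from the authors' deposited table. The 10 leading weaker peaks, which also include those of Nap1l5, Ywhag, Gprasp1, Sec62 and Ppp1r9b, stood at 0.390 to 0.494 times their 3-week enrichment in the authors' deposited table, and each is under 2-fold once the changes are centred on the median of all deposited peaks. Among the stronger peaks, the authors' deposited table is led by the glycolytic enzyme Pkm (log2 enrichment 2.78 at 3 weeks and 4.13 at 5 weeks), the ribosomal proteins Rps7 (0.12 and 2.55), Rpl24 (1.68 and 3.83) and Rpl6 (0.78 and 2.52), and the translation factors Eif1 (0.82 and 2.33) and Eef1b2 (1.57 and 3.03). Morf4l1, Pak3 and the copies Rps27a-ps1 and St13-ps2 complete these 10, and centring, which moves every change upwards, cannot bring a stronger peak under 2-fold. By region, the authors' deposited table has 535 stronger and 1152 weaker peaks in exons, 363 and 1428 in 3' UTRs, and 128 and 2219 at stop codons. Of the weakest sixth of the peaks at 3 weeks, 1100 were stronger and 95 weaker at 5 weeks in the authors' deposited table, and of the strongest sixth 2 and 1674. The 3-week value enters both sides of this relation. Centred on the median of all peaks in the authors' deposited table, which by construction puts as many changes above 0 as below, 2291 peaks are stronger and 1686 weaker (57.6% and 42.4%, against 18.5% and 81.5%). That median is -0.95 and rests on peaks with the authors' p under 0.05, which can leave out small changes. Over peaks paired between the separate lists the median difference is -0.32, so this centring may take away too much. The paired peaks had to be called at both ages, which can leave out large changes. Under scalings chosen after the data were seen, 1801 are stronger and 3703 weaker when centred on the paired peaks, and 1599 and 4491 when the offset between the authors' deposited table and the separate lists is removed.

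**Figure D1:**
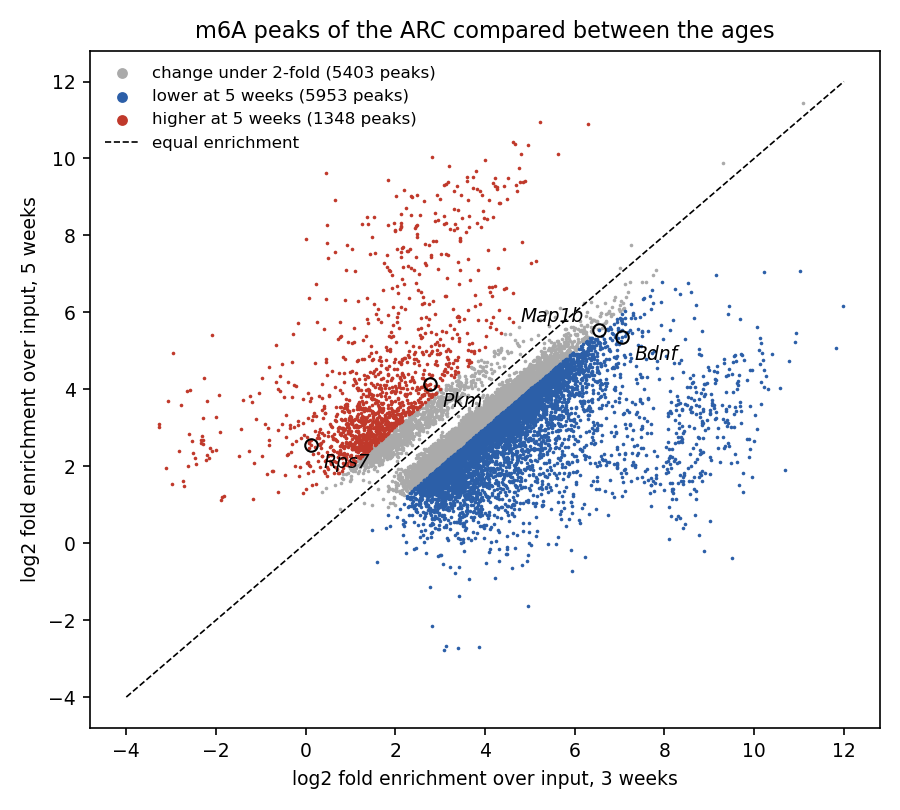
Each point is a peak of the authors' deposited table, with its log2 fold enrichment of m6A IP over input at 3 weeks (x axis) and 5 weeks (y axis); red points are stronger (1348) and blue points weaker (5953) at 5 weeks by at least 2-fold before any centring, grey points changed less (after centring 2291 are stronger and 1686 weaker), and the dashed line marks equal enrichment. Circles mark Bdnf, Map1b, Pkm and Rps7.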

Compared with those in the ARC of the hypothalamus in 3-week-old female rats, 1, 348 transcripts had increased m6A peak enrichment, and 5, 953 transcripts had fewer enriched m6A sites (**Figure 1C**). Gene Ontology (GO) enrichment analysis revealed that the differentially expressed genes were predominantly associated with a variety of signaling pathways, including the plasma membrane, extracellular matrix, thyrotropin-releasing hormone receptor activity, and phosphatidylinositol 3-kinase (PI3K)/protein kinase B signal transduction (**Figure 1D**). 

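In the MeRIP-seq data, 503 of 1372 plasma membrane genes with an m6A peak (36.7%) had a weaker peak at 5 weeks in the authors' deposited table. A stronger one was found in 109 (7.94%). Centring on the median of all deposited peaks reverses this balance to 146 weaker and 190 stronger. It does the same over all deposited peaks, with 1686 weaker and 2291 stronger. Random gene sets with as many peaks per gene held 471 genes with a weaker peak on average. The observed count lay at the 98.1st percentile of 10000 such sets, or at the 79.5th after centring. Of 72 extracellular matrix genes, 27 had a weaker and 8 a stronger peak in the authors' deposited table, at the 68.7th and 71.7th percentile, and after centring 11 weaker and 9 stronger. Thyrotropin-releasing hormone receptor activity covers 2 genes with a peak, the receptor gene Trhr and Mlnr, the gene annotated as the motilin receptor. Both were named after their values were seen, and both have a weaker peak in the authors' deposited table (89.4th percentile, and 86.8th with 1 weaker after centring). With both weaker, the 89.4th percentile is the highest this term could take. The Trhr peak at the stop codon, on chromosome 7 from 75386845 to 75392886, has a log2 enrichment of 4.48 at 3 weeks and 3.35 at 5 weeks in the authors' deposited table, a change of -1.13 that is -0.17 after centring. Of 11 genes of positive regulation of protein kinase B signaling, 3 had a weaker and 0 a stronger peak in the authors' deposited table, against 3.24 weaker in random sets. The weaker ones, named after their values were seen, are Meis3, Nts and Rbm12, and 0 of them pass 2-fold after centring. Percentiles describe these pools and are not p-values. Figure 1D combines MeRIP-seq with RNA-seq, which was not analysed here, so its gene set differs.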

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis indicated the substantial enrichment of the various differentially expressed genes in specific signaling pathways: neuroactive ligand–receptor interaction, cholinergic synapse, and calcium signaling (**Figure 1E**). 

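Genes of neuroactive receptors and of calcium signaling had weaker m6A peaks at 5 weeks more often than random genes with as many peaks. Those random sets match the number of peaks per gene and not their enrichment. The median change of the neuroactive receptors listed in advance lay at the 28.4th percentile of random lists matched on enrichment, between the outer tails. Under the KEGG label for neuroactive ligand-receptor interaction, 81 of the genes with a peak (38.2%) had a weaker peak in the authors' deposited table, against 62.2 in random sets (99.8th percentile, and 99.99th after centring, with 33 weaker and 12 stronger). Calcium signaling had 75 of 182 (41.2%) in the authors' deposited table, against 60.3 (99.2nd percentile, and 98.7th after centring, with nearly as many stronger as weaker, 26 weaker and 25 stronger). Cholinergic synapse genes lay closer to random sets, with 32 of 84 (38.1%) in the authors' deposited table, against 28.8 (77.7th percentile), and centring reverses the balance to 9 weaker and 20 stronger. For axon guidance, also shown in Figure 1E, the count was 77 of 158 (48.7%) in the authors' deposited table, against 56.6 (100th percentile). After centring it lay at the 40.8th percentile, and the balance reversed to 15 weaker and 31 stronger. Over all deposited peaks centring also reverses the balance, to 1686 weaker and 2291 stronger. Among 23 cholinergic genes listed in advance, 17 were in the authors' deposited table, 8 with a weaker and 0 with a stronger leading peak, the one with the smallest p. The weaker ones include the adenylyl cyclase Adcy1 (log2 fold change -1.67), the potassium channels Kcnq3 (-1.38) and Kcnj6 (-1.02) and the kinase Camk4 (-1.39) in the authors' deposited table, each under 2-fold after centring, while a 3' UTR peak of Kcnj6 was stronger (1.11). Of 26 calcium signalling genes listed in advance, 20 were in the authors' deposited table, 8 weaker and 1 stronger. The calcium pumps Atp2b2 (-1.46) and Atp2b1 (-1.29), the kinase Camk2g (-1.47) and the phosphatase subunit Ppp3cb (-1.32) were weaker in the authors' deposited table, though under 2-fold after centring, and the channel Cacna1c, named after its value was seen, was stronger (1.02). Camk2g has 2 peaks past 2-fold, and the other, in an exon, was stronger in the authors' deposited table (1.26). The median changes of these lists in the authors' deposited table, -0.96 and -0.96, lay at the 68.7th and 62.1st percentile of random lists matched on enrichment. By the mean over a gene's peaks, the calcium list lay at the 99.35th percentile, the side of smaller falls. By the peak of largest mean enrichment it lay at the 97.49th. After centring, the cholinergic list has 3 weaker (Chrm1, Chat and Slc5a7) and 1 stronger (Gnai1). The calcium list then has 0 weaker and 4 stronger (including Cacna1c, Camk2a and Prkcb). These genes were named after their values were seen, and Chrm1, Gnai1 and Cacna1c have an authors' adjusted p over 0.05.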

Further GO (**Supplementary Figure S1F**) and KEGG (**Supplementary Figure S1G**) analyses of the DEGs identified using RNA-seq were also conducted. 

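Bdnf encodes brain-derived neurotrophic factor, a secreted growth factor of neurons. In the authors' deposited table the log2 enrichment of its m6A peak over input is 7.05 at 3 weeks and 5.35 at 5 weeks, a log2 fold change of -1.70, or 0.308 times the 3-week enrichment (the authors' p 2.93e-11, adjusted p 5.54e-10). Of 30 genes of puberty and GnRH control listed in advance, 18 had a peak at 3 weeks and 23 at 5 weeks, and 11 were in the authors' deposited table, 8 with a weaker and 0 with a stronger leading peak. The weaker ones include the histone demethylase Kdm6b (-1.37), the polycomb protein Cbx7 (-1.43) and the growth factors Tgfa (-1.19) and Nrg1 (-1.26), by log2 fold change in the authors' deposited table, each under 2-fold after centring on the median of all deposited peaks. Pdyn, the gene of dynorphin, has a weaker peak at its stop codon (-1.61, under 2-fold after centring) and a stronger one in its 3' UTR (4.50) in the authors' deposited table, the second from a 3-week value below input (-2.44). Gnrh1, Kiss1r and Tac3 had 1 peak each at 5 weeks and 0 at 3 weeks, and Kiss1 had 0 at both. None of them has an entry in the authors' deposited table, so no change between the ages was found for them. The median change of the puberty list in the authors' deposited table, -1.37, lay at the 8.76th percentile of random lists matched on enrichment. The Bdnf change is past 2-fold at -1.66 from the separate lists. Under scalings chosen after the data were seen, it stays past 2-fold. It is -1.51 with the median offset to those lists removed and -1.38 centred on the peaks paired between the ages. Centred on the median of all deposited peaks it is -0.74, under 2-fold. After the last centring the puberty list has 3 weaker (Mkrn3, Nkx2-1 and Egfr) and 0 stronger, genes named after their values were seen. Nkx2-1 had 0 peaks called at 3 weeks, and the authors' adjusted p of its change is 0.108. The Mkrn3 peak has a log2 enrichment of 7.70 at 3 weeks and 1.51 at 5 weeks in the authors' deposited table. The authors' adjusted p of that change is 0.0311, and the input level behind it is unknown. The mRNA levels were not analysed here.

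**Figure D2:**
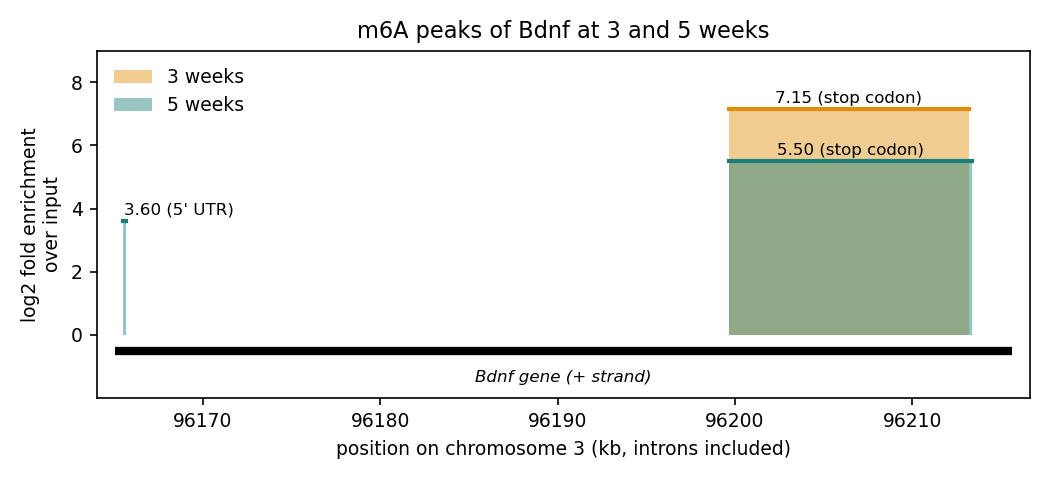
m6A peaks of Bdnf in the separate lists of 3-week (orange) and 5-week (green) rats, by position on chromosome 3 (x axis, kb, introns included) and log2 fold enrichment over input (y axis), with the gene as a black bar. The stop codon peak stands at 7.15 at 3 weeks and 5.50 at 5 weeks, and a 5' UTR peak (3.60) was called at 5 weeks alone.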

GO and KEGG enrichment analyses of the differentially expressed genes related to pubertal development revealed that compared with 3-week-old female rats, reduced m6A peaks and increased mRNA levels were observed for Bdnf in the ARC of 5-week-old female rats. 

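Nearly all listed genes of the PI3K/Akt/mTOR pathway carried m6A peaks, 27 of 28 at 3 weeks and 28 at 5 weeks. In the authors' deposited table 23 of them are present, 12 with a weaker leading peak at 5 weeks, 1 with a stronger one and 10 changed by less than 2-fold. The catalytic subunit Pik3ca (log2 fold change -1.55), the regulatory subunit Pik3r1 (-1.21), the adaptor Irs1 (-1.16) and the transcription factor Foxo3 (-1.11) were weaker in the authors' deposited table, though under 2-fold after centring on the median of all deposited peaks, and the ribosomal protein Rps6, named after its value was seen, was stronger (2.63). Leading peaks of the kinases Akt2 (-0.78) and Rps6kb1, which encodes p70S6K (-0.95), changed by less than 2-fold in the authors' deposited table, falls that turn into small rises or none after centring, while 2 other Rps6kb1 peaks were weaker (-1.67 and -1.56), under 2-fold after centring. Akt1 had 1 peak at 3 weeks and 3 at 5 weeks, with no entry in the authors' deposited table. Of 49 receptors for neuroactive ligands, 42 had a peak at 3 weeks and 45 at 5 weeks, and of 32 in the authors' deposited table 22 were weaker and 0 stronger. The weaker ones include the GABA-B receptor Gabbr1 (-1.13), the NMDA receptor subunit Grin2b (-1.17) and the AMPA receptor subunit Gria2 (-1.07) in the authors' deposited table, each under 2-fold after centring, while an exon peak of Gria2 was stronger (1.46). Under the KEGG label for PI3K-Akt signaling, 90 of 253 genes had a weaker peak in the authors' deposited table, against 82.2 in random sets (86.6th percentile). Centring reverses the balance to 26 weaker and 33 stronger, as it does over all deposited peaks (1686 weaker and 2291 stronger). The medians of the pathway and receptor lists in the authors' deposited table, -1.11 and -1.10, lay at the 19.8th and 28.4th percentile of random lists matched on enrichment. After centring, the pathway list has 2 weaker (Pik3cd and Pik3cg) and 2 stronger (Rheb and Rps6). The receptor list then has 3 weaker (Mc4r, Crhr1 and Tacr1) and 0 stronger. These genes were named after their values were seen, and Pik3cd and Rheb have an authors' adjusted p over 0.05. Pik3cg also has a stronger exon peak in the authors' deposited table (1.10).

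**Figure D3:**
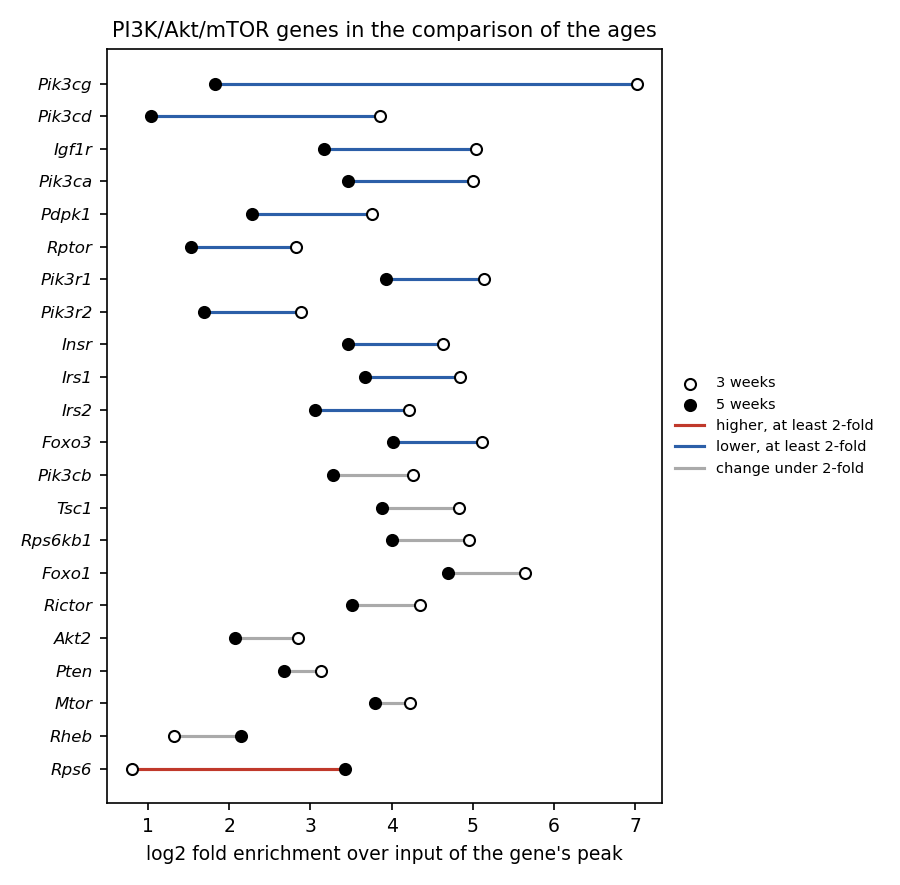
Log2 fold enrichment over input (x axis) at 3 weeks (open circles) and 5 weeks (filled circles) for leading peaks of PI3K/Akt/mTOR genes in the authors' deposited table. Before any centring, blue lines join peaks weaker by at least 2-fold at 5 weeks, the red line the stronger one (Rps6), and grey lines smaller changes; after centring most blue lines are under 2-fold.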

Key genes associated with the PI3K/Akt pathway and neuroactive ligand–receptor interactions seemed to undergo m6A methylation, as indicated by GO and KEGG pathways enrichment analyses.

**Figure 1:**
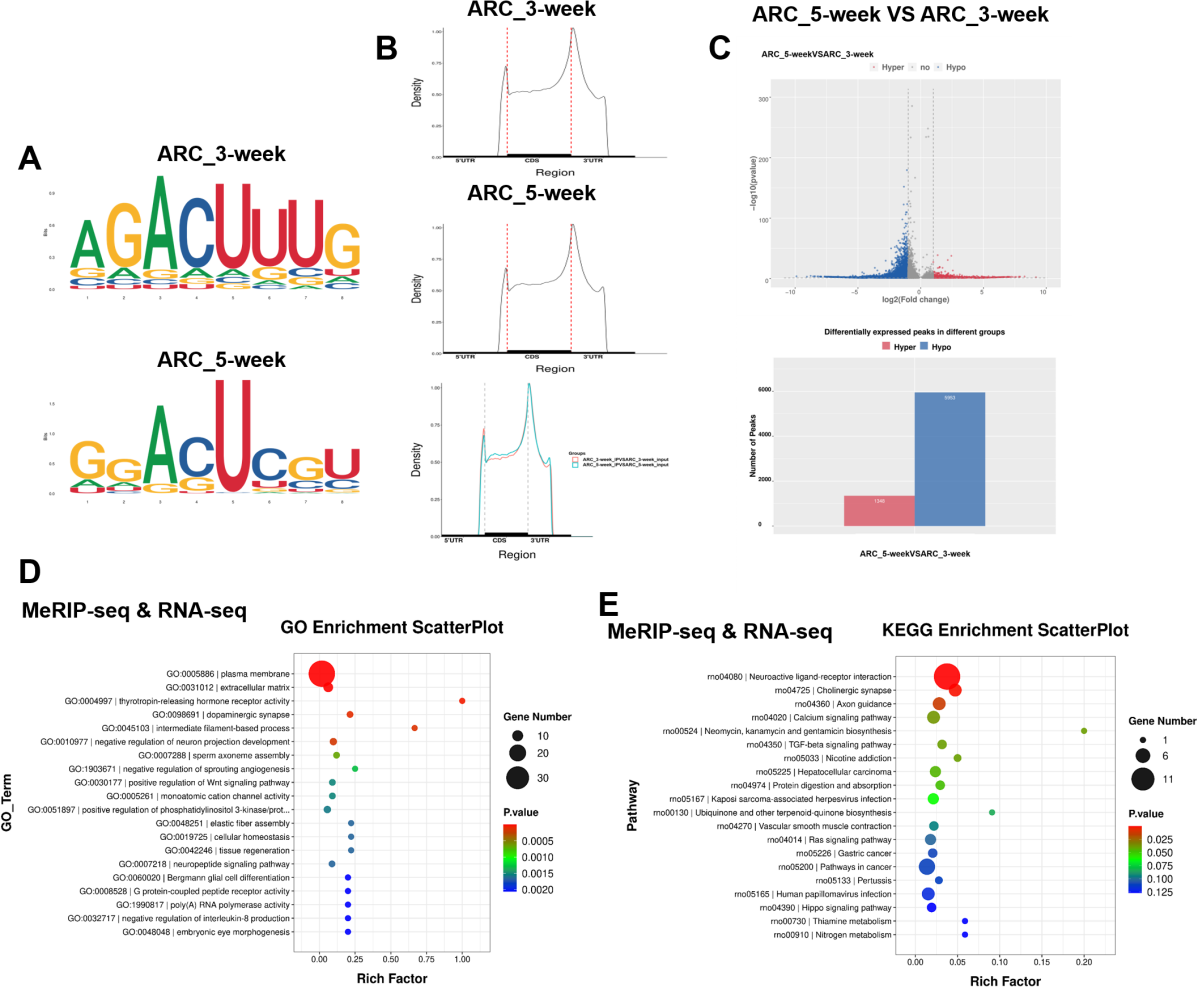
MeRIP-seq and RNA-seq of the hypothalamic ARC of 3-week-old and 5-week-old female rats. **(A)** Top enriched motifs for m6A peaks identified in the ARCs of female rats at 3 and 5 weeks of age. **(B)** Distribution of m6A sites plotted by mRNA transcript. **(C)** Volcano plot showing the m6A enrichment of genes in the ARCs of female rats at 3 and 5 weeks of age. **(D)** Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) in the ARCs of female rats at 3 and 5 weeks of age based on combined MeRIP-seq and RNA-seq data. **(E)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs in the ARCs of female rats at 3 weeks and 5 weeks of age based on combined MeRIP-seq and RNA-seq data. ARC, arcuate nucleus (ARC_3-week, ARC_5-week; n = 1). Pathway analysis was performed using the KEGG database (www.kegg.jp/kegg/kegg1.html).

### BDNF expression is positively associated with GnRH expression during puberty

In this experiment, using female rats at different normal developmental stages and samples form girls with CPP, we further investigated the role of BDNF in the initiation of puberty. Double IF staining was conducted to analyze the relationship between BDNF and GnRH across different developmental stages. Notably, BDNF expression was increased in the ARC of female rats during early puberty, and BDNF was expressed near GnRH-positive fibers (**Figure 2A**). GnRH cell bodies were located in the preoptic area (POA), which was anatomically distant from the ARC, this spatial arrangement suggested that the influence of BDNF originating from the ARC on GnRH fiber density and GnRH release was likely mediated indirectly. Concurrently, Bdnf mRNA expression also increased during early puberty (**Figure 2B**). A marked increase in GnRH mRNA levels in the hypothalamus was observed in tandem with the onset of puberty (**Figure 2C**). We further investigated the regulatory relationship between BDNF and GnRH by treating GT1–7 cells with 100 ng/ml recombinant BDNF protein. This treatment resulted in a significant increase in GnRH mRNA expression (**Figure 2D**). Additionally, we designed three RNA interference sequences targeting the mouse Bdnf gene and inserted them into a lentiviral vector to suppress BDNF expression (**Supplementary Figures S2A, B**). We selected shRNA-Bdnf-2 to effectively suppress Bdnf expression in subsequent experiments. Interestingly, BDNF knockdown reduced the GnRH mRNA level (**Figure 2E**). We recruited healthy controls and girls with CPP at our hospital to further investigate the serum level of BDNF in girls with CPP. The luteinizing hormone-releasing hormone (LHRH) test results indicated that the girls with CPP included in the present study exhibited early onset of HPGA activity. A comparison of the baseline data between the two groups is presented in **Supplementary Table S4**. Significant differences in body weight (*P* = 0.0314), BMI (*P* = 0.0382), and Tanner stage of breast development (*P* < 0.001) were observed between the two groups. We subsequently measured BDNF levels in peripheral serum using ELISA. BDNF levels were nearly two-fold higher in the peripheral serum of girls with CPP than in that of controls (**Figure 2F**). These data indicated that BDNF expression is positively associated with GnRH expression during puberty.

**Figure 2:**
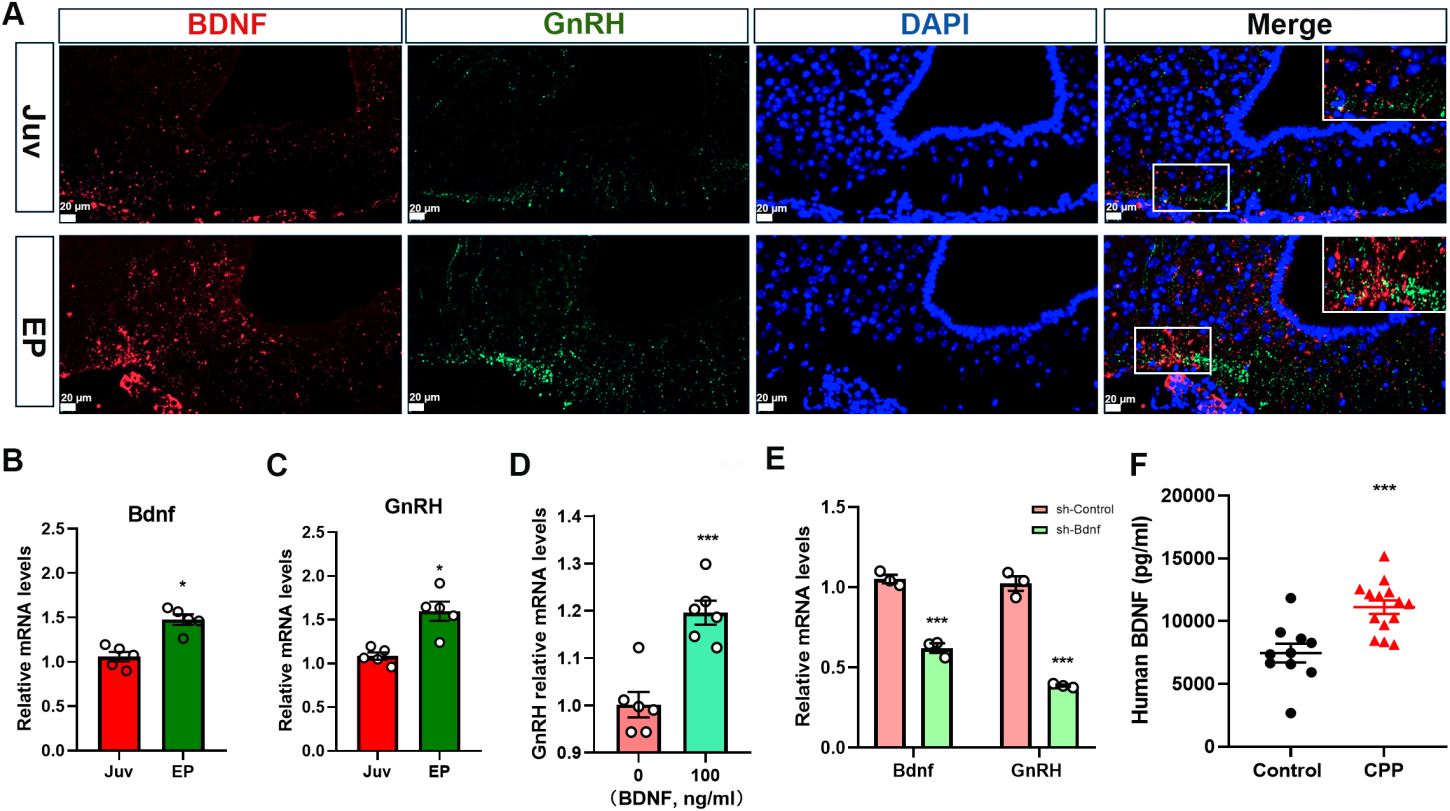
BDNF expression is positively correlated with GnRH expression during puberty. **(A)** Double immunofluorescence (IF) staining showed that the BDNF protein (red) was colocalized with the GnRH (green) protein and cell nuclei (DAPI, blue) in the arcuate nucleus (ARC) (n=3; scale bar: 20 μm, 50 μm). **(B)** qRT–PCR revealed that Bdnf mRNA expression in the hypothalamus increased gradually with time following puberty onset (n=5). Juv, juvenile, 3 weeks old; EP, early puberty, 5 weeks old. **(C)** qRT–PCR revealed that GnRH mRNA expression in the hypothalamus increased gradually with time following puberty onset (n=5). Juv, juvenile, 3 weeks old; EP, early puberty, 5 weeks old. **(D)** qRT–PCR revealed that GnRH expression was increased in GT1–7 cells stimulated with 100 ng/ml recombinant BDNF protein (n=6). **(E)** qRT–PCR showed that the GnRH mRNA level decreased when Bdnf expression was downregulated (n=3). **(F)** BDNF levels in the peripheral serum of girls with central precocious puberty (CPP) were higher than those in girls in the control group (control, n=10; CPP, n=14). The results are shown as the means ± S.E.M.s. *P < 0.05 and ***P < 0.001. Two-tailed Student’s t test was used.

### FTO positively regulates BDNF expression by activating PI3K/Akt signaling

Based on the above results, we further explored the regulatory relationship between BDNF and the m6A demethylase FTO using GT1–7 cells. Transcripts encoding various components of the BDNF signaling pathway were found to undergo m6A methylation at 3 and 5 weeks. qRT–PCR revealed increased mRNA levels of Bdnf and Akt-3 in GT1–7 cells stably overexpressing FTO (OE-FTO) (**Figure 3A**). 

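In the ARC, 18 of 21 listed genes of BDNF and Trk receptor signalling had an m6A peak at 3 weeks and 19 at 5 weeks. Of these, 16 are in the authors' deposited table, 8 with a weaker leading peak at 5 weeks, 1 with a stronger one and 7 changed by less than 2-fold. Besides Bdnf, the weaker ones in the authors' deposited table include the Ras activator Sos1 (log2 fold change -1.28) and the adaptor Frs2 (-1.44). The neurotrophin-3 receptor Ntrk3 (-1.87) and the transcription factor Creb1 (-1.58) were also weaker there. Each of these is under 2-fold after centring on the median of all deposited peaks. Ntrk2, the gene of the BDNF receptor TrkB, had 5 peaks at each age, and its leading peak has a log2 enrichment of 4.36 at 3 weeks and 3.49 at 5 weeks in the authors' deposited table, a change of -0.87 that centring turns slightly positive. Shc1, an adaptor named after its value was seen, is the stronger one by its leading peak, with -0.39 at 3 weeks and 4.18 at 5 weeks in the authors' deposited table, while its 3' UTR peak was weaker (-6.76). Ntf4 had 0 peaks at both ages. Fto itself had 2 peaks at 3 weeks and 4 at 5 weeks, and its 3 entries in the authors' deposited table changed by -0.51, -0.56 and 0.59, all under 2-fold, while after centring both falls turn into rises and the rise passes 2-fold. The list's median in the authors' deposited table, 0.499 times the 3-week enrichment, lay at the 59.3rd percentile of random lists matched on enrichment. After centring the list has 2 weaker (including Ngfr) and 2 stronger (Sort1 and Shc1), genes named after their values were seen. The authors' adjusted p of the Ngfr change is 0.0705.

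**Figure D4:**
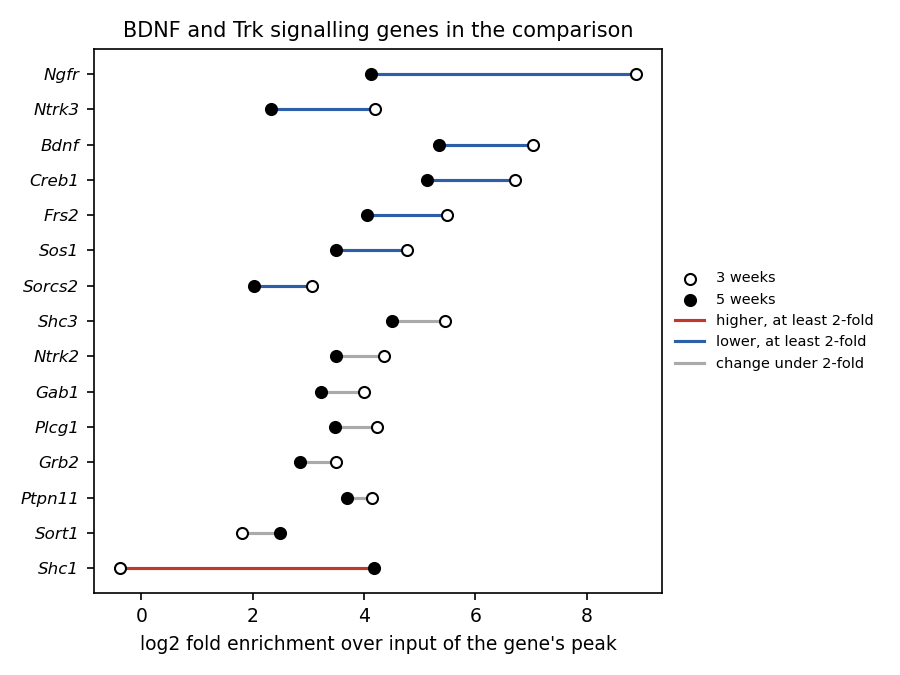
Log2 fold enrichment over input (x axis) at 3 weeks (open circles) and 5 weeks (filled circles) for leading peaks of BDNF and Trk signalling genes in the authors' deposited table. Before any centring, blue lines join peaks weaker by at least 2-fold at 5 weeks, the red line the stronger one (Shc1), and grey lines smaller changes; after centring most blue lines are under 2-fold.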

We subsequently conducted Western blot analysis. The results indicated a significant increase in BDNF levels in GT1–7 cells overexpressing FTO. The levels of phosphorylated Akt (p-Akt), a downstream target of BDNF, were increased in OE-FTO cells, whereas total Akt levels remained unchanged. Additionally, the total level of p70S6K, another component of the BDNF signaling pathway, did not change. However, compared with control cells, OE-FTO cells presented increased levels of phosphorylated p70S6K (p-p70S6K) (**Figure 3B**). The stable knockdown of FTO in GT1–7 cells resulted in a reduction in the mRNA levels of both Bdnf and Akt-3 (**Figure 3C**). Furthermore, when FTO expression decreased, BDNF levels decreased significantly. The levels of total Akt and p70S6K remained stable. However, the levels of p-Akt and p-p70S6K were significantly decreased (**Figure 3D**). Collectively, these findings suggest that variations in FTO expression may influence the functionality of BDNF signaling.

**Figure 3:**
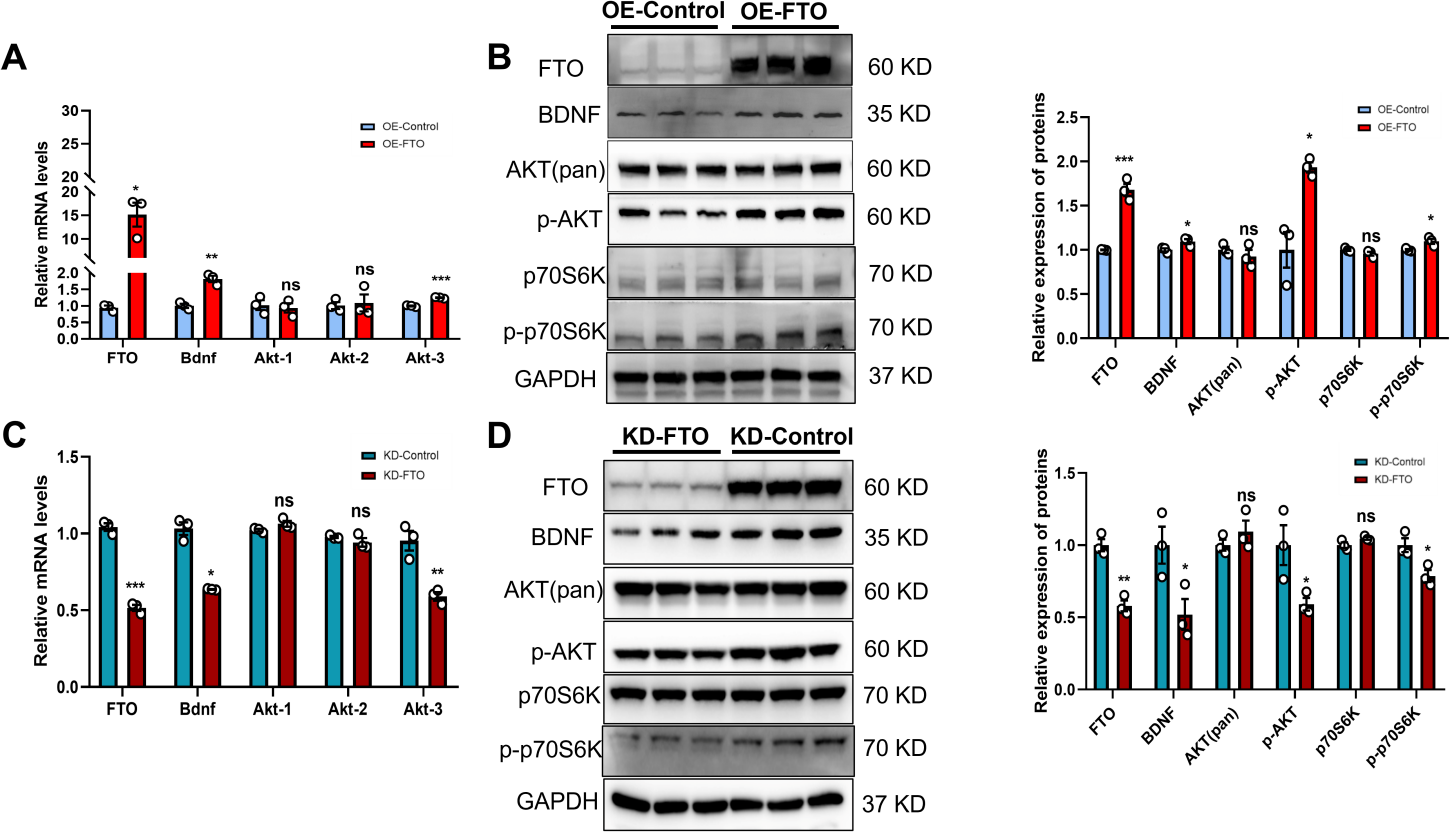
FTO positively regulates BDNF expression by activating PI3K/Akt signaling. **(A, C)** FTO, Bdnf, Akt-1, Akt-2 and Akt-3 mRNA levels in GT1–7 cells overexpressing FTO (OE-FTO) **(A)** or with knockdown of FTO (KD-FTO) **(C)** were determined via qRT–PCR. FTO positively regulated the expression of Bdnf (n=3). β-actin mRNA was used as an internal control. **(B)** Western blot showing that BDNF/PI3K/Akt signaling was activated following FTO overexpression (n=3). The protein levels of FTO, BDNF, p-AKT, and p-p70S6K were significantly increased, while total Akt and p70S6K levels did not change. **(D)** The expression of proteins in the BDNF/PI3K/Akt signaling pathway was reduced when FTO expression was downregulated (n=3). The protein levels of FTO, BDNF, p-AKT, and p-p70S6K were significantly decreased, while the total Akt and p70S6K levels did not change. GAPDH was used as a loading control. The bars represent the means ± S.E.M.s. *P < 0.05, **P < 0.01, ***P < 0.001, and ns, *P* > 0.05 compared with the control group. Two-tailed Student’s t test was used.

### FTO modulates BDNF expression in an m6A methylation-dependent manner

In this study, using GT1–7 cells, we further investigated the mechanism by which FTO regulates BDNF expressin *in vitro*. Our subsequent exploration focused on determining whether FTO plays a role in modulating BDNF levels through RNA demethylation. Our findings confirmed this hypothesis, as the expression of Bdnf mRNA increased significantly upon the overexpression of FTO-WT but not FTO-MUT (**Figure 4A**). Moreover, FTO-WT, but not FTO-MUT or a control vector, significantly increased the levels of the BDNF, p-Akt and p-p70S6K proteins (**Figure 4B**). However, the levels of total Akt and p70S6K remained unchanged. Gene-specific MeRIP–qPCR assays revealed a significant reduction in the m6A methylation of Bdnf mRNA following FTO overexpression (**Figure 4C**). We performed mutagenesis and dual-luciferase reporter assays to elucidate the critical role of m6A methylation in the regulation of target mRNAs by FTO. Our m6A-seq data indicated the m6A methylation of the exon of Bdnf. 

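Bdnf lies on the plus strand of chromosome 3 from 96165042 to 96215615 in the coordinates of the lists, and its strong m6A peak is annotated to the stop codon. The peak spans 96199655 to 96213172 at 3 weeks and 96199655 to 96213372 at 5 weeks, introns included. Its enrichment was at the 97.6th percentile of the 3-week peaks and the 96.2nd of the 5-week peaks. A further peak in the 5' UTR, from 96165491 to 96165666, was called at 5 weeks alone (the authors' p 3.40e-05). The lists give peaks and not single bases, so the methylated positions inside the exon are not resolved.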

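In the authors' deposited table 257 peaks have a 3-week log2 enrichment within 0.5 of the Bdnf peak, and 223 of them are weaker and 0 stronger by at least 2-fold. Their median log2 fold change in the authors' deposited table is -2.36 (quartiles -4.13 and -1.44), and the Bdnf change lies at their 66.7th percentile, counted from the largest fall. Among 93 of these peaks at stop codons the median in the authors' deposited table is -1.72, and the Bdnf change lies at the 51.1st percentile. Over all peaks of the authors' deposited table the Bdnf change lies at the 17.3rd percentile. These counts leave out strong peaks without a change at the authors' p threshold, and the 3-week value is part of each change, which favours a fall for strong peaks.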

Notably, Bdnf exhibited reduced m6A peaks in the ARC of 5-week-old female rats. The luciferase activity of reporter constructs containing wild-type exon fragments of Bdnf was significantly increased upon the overexpression of FTO-WT, whereas no increase was observed upon the overexpression of FTO-MUT. Furthermore, Bdnf expression was inhibited by an A- to T- mutation at m6A sites (**Figure 4D**). Additionally, we successfully transfected shRNA-Bdnf into GT1–7 cells overexpressing FTO. The results showed that the effects of FTO overexpression were significantly mitigated when BDNF expression was inhibited (**Figure 4E**). These results indicate that FTO modulates BDNF expression through an m6A methylation-dependent mechanism.

**Figure 4:**
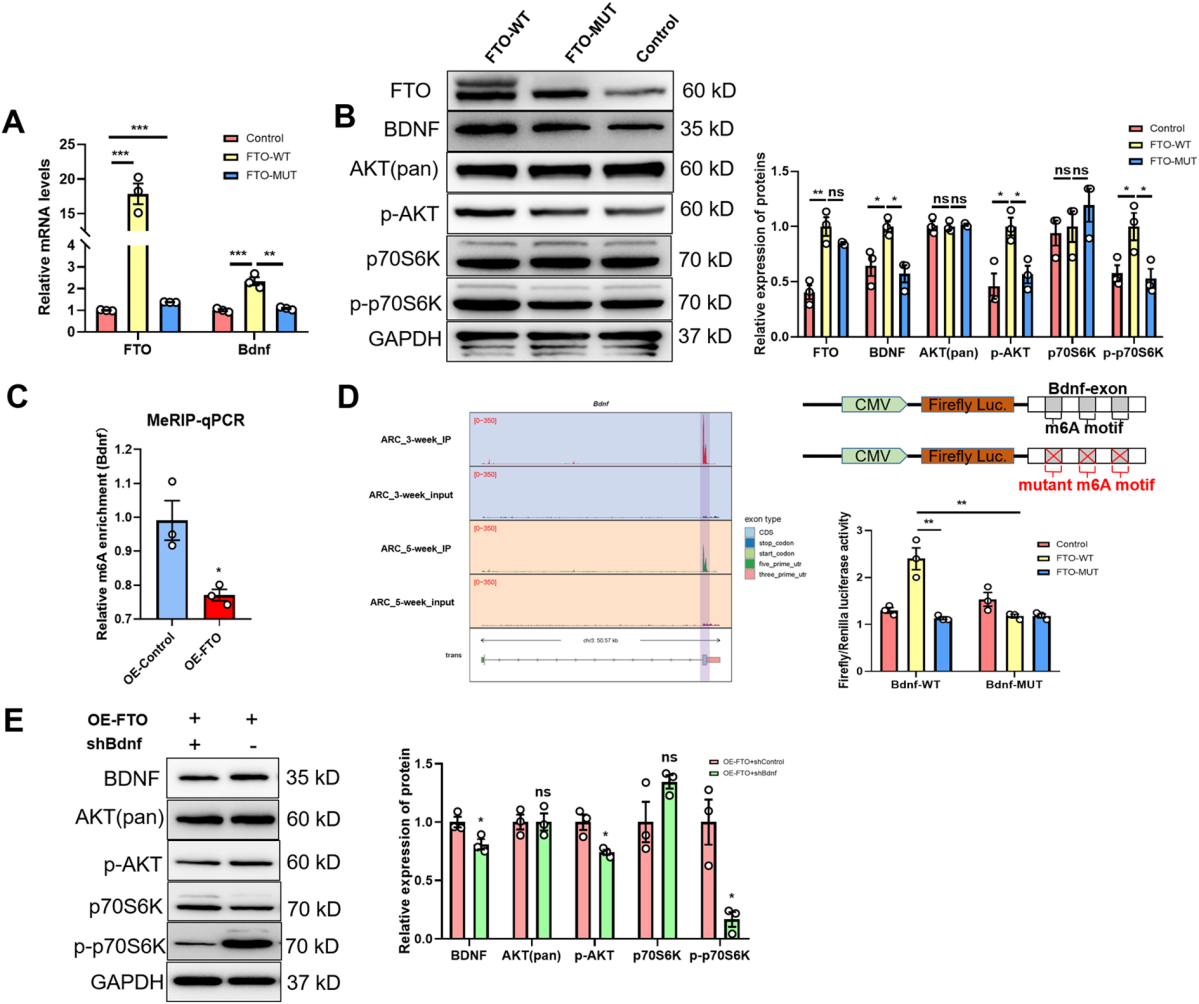
The m6A demethylase FTO regulates Bdnf expression in an m6A methylation-dependent manner. **(A)** qRT–PCR analysis showing that the m6A demethylase FTO regulates Bdnf expression in an m6A methylation-dependent manner (n=3). **(B)** Representative Western blot images showing the levels of the FTO protein and proteins in the BDNF/PI3K/Akt signaling pathway. The protein levels of FTO, BDNF, p-AKT, and p-p70S6K were significantly increased in FTO wild-type cells, while total Akt and p70S6K levels did not change. GAPDH was used as a loading control when WT- or MUT-FTO was ectopically expressed (n=3; one-way ANOVA). **(C)** Methylated RNA immunoprecipitation (MeRIP)-qPCR analysis of m6A-modified Bdnf mRNA revealed that the m6A methylation level was lower in FTO-overexpressing (OE) cells than in control cells (n=3; two-tailed Student’s t test). **(D)** Left panel: Gene tracks based on the MeRIP-seq analysis of Bdnf using IGV in the ARCs of 3-week-old and 5-week-old female rats. Right panel: Relative luciferase activity of the WT and MUT (A- to T-mutation) Bdnf-exon luciferase reporters in control, WT-FTO-overexpressing and MUT-FTO-overexpressing cells (n=3; one-way ANOVA). Firefly luciferase activity was measured and normalized to Renilla luciferase activity. **(E)** Expression of the BDNF, p-AKT, p-p70S6K, total Akt and p70S6K proteins after Bdnf was knocked down in OE-FTO cells, as determined by Western blotting (n=3; two-tailed Student’s t test). The results are shown as the means ± S.E.M.s. *P < 0.05, **P < 0.01, ***P < 0.001, and ns, *P* > 0.05.

### FTO overexpression in the ARC activates BDNF signaling in female rats

In this study, using self-complementing adeno-associated virus (scAAV) as a genetic engineering method in female rats, we further investigated the relationship between FTO and BDNF signaling *in vivo*. Using the Rat Brain Atlas (Paxinos and Watson, Fifth Edition) and prior localization data (25), we administered the scAAV vector into the hypothalamic ARC of rats at 3 weeks of age through precise stereotactic microinjection. As a benchmark, control animals were treated with a scAAV vector that contained enhanced green fluorescent protein (GFP). GFP was utilized to determine whether the scAAV had successfully reached the intended location (**Figure 5A**). No significant differences in body weight were observed (**Figure 5B**). Confirming FTO ARC expression as a key component for sexual development, the average time of vaginal opening in the AAV-FTO group was significantly advanced compared with that of the AAV-control group (**Figure 5C**). Hypothalamic tissues were obtained from rats aged 4 and 5 weeks for the subsequent quantification of mRNA and protein levels to determine whether the increased presence of FTO within the ARC resulted in the expected changes in genetic activity. Importantly, a significant increase in FTO expression was observed in the AAV-FTO group (**Figure 5D**). Consistent with the findings observed *in vitro*, the female rats in the AAV-FTO group exhibited markedly upregulated Bdnf mRNA expression at both 4 and 5 weeks of age (**Figures 5D, F**). Overexpression of FTO within the ARC resulted in the significant activation of BDNF and PI3K/Akt signaling at 4 weeks (**Figure 5E**). Similar changes were observed at 5 weeks of age (**Figure 5G**). Compared with those in the control group, the levels of FTO, BDNF, p-Akt, and p-p70S6K proteins in the AAV-FTO group were significantly increased at both 4 and 5 weeks. However, the levels of the total Akt and p70S6K proteins did not differ significantly among the groups. We found that no obvious change in the expression of the Kiss1, NKB, and Dyn mRNAs was observed when FTO expression increased in the ARC at 4 weeks and 5 weeks (**Supplementary Figures S3A, C**). We also measured the expression of CREB. The results showed that the levels of the CREB, p-CREB, ERK, p-ERK, and TrkB proteins were not significantly different at 4 weeks (**Supplementary Figure S3B**). However, the levels of the CREB and ERK proteins were significantly decreased and p-CREB levels were significantly increased in the AAV-FTO groups at 5 weeks. No significant differences in the levels of the p-ERK, and TrkB proteins were observed among the groups (**Supplementary Figure S3D**). These results indicated that BDNF binds to TrkB, leading to the activation of p-CREB through the PI3K/AKT signaling pathway following FTO overexpression. Consequently, the onset of pubertal development in female rats is stimulated by a prepubertal increase in FTO expression in the ARC, which activates BDNF signaling.

**Figure 5:**
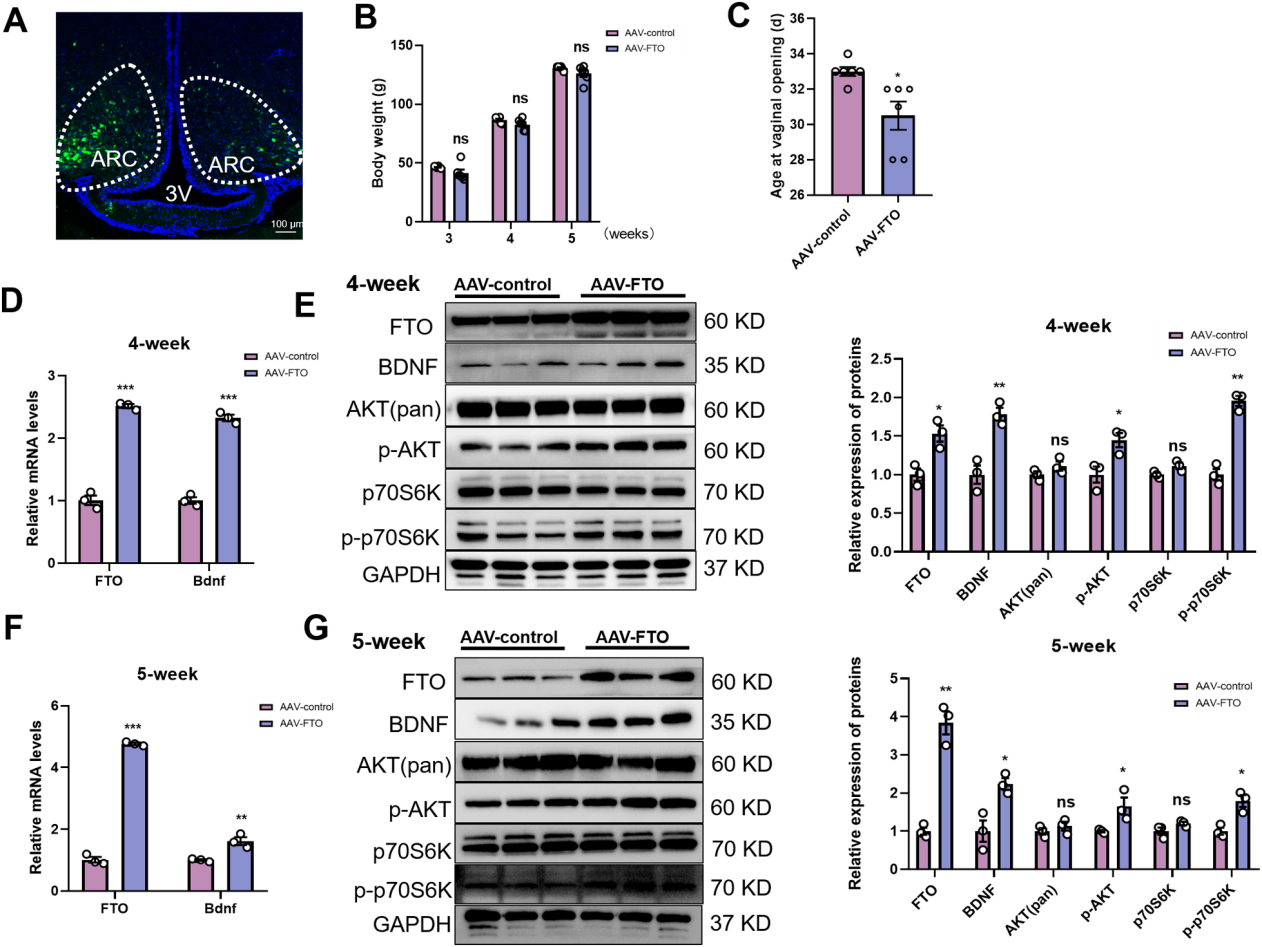
FTO overexpression in the ARC activates BDNF signaling in female rats, accelerating puberty onset. **(A)** Transduction of ARC cells with scAAV in female rats. Green, scAAV-infected cells; blue, DAPI-stained cell nuclei in the hypothalamus; dotted line, ARC; 3V, third ventricle. Scale bars, 100 μm. **(B)** The body weights of female rats at three different developmental stages did not differ between the two groups (n=6). **(C)** Vaginal opening was significantly accelerated in the AAV-FTO group relative to the AAV-control group (n=6). **(D, F)** The mRNA levels of FTO and Bdnf in the hypothalamus were determined using qRT–PCR at 4 weeks **(D)** and 5 weeks **(F)** of age (n=3). β-Actin was used as the internal reference. **(E)** Quantification of the data indicated that the protein levels of FTO, BDNF, p-AKT, and p-p70S6K were significantly increased in the AAV-FTO group compared with the control group, whereas total Akt and p70S6K levels did not change in 4-week-old female rats (n=3). **(G)** Western blot analysis indicated that the protein levels of FTO, BDNF, p-AKT, and p-p70S6K were significantly increased in the AAV-FTO groups compared with the control group, whereas total Akt and p70S6K levels did not change in 5-week-old female rats (n=3). AAV-FTO was injected into the FTO-overexpressing group, and AAV-control was injected into the AAV negative control group. ARC, arcuate nucleus; Three V, third ventricle. The results are shown as the means ± S.E.M.s. *P < 0.05, **P < 0.01, ***P < 0.001, and ns, *P* > 0.05. Two-tailed Student’s t test was used.

### Loss of FTO expression leads to delayed puberty and the inhibition of the BDNF/PI3K/Akt pathway

In this study, using FTO heterozygous knockout mice, we further investigated the relationship between BDNF signaling and FTO *in vivo*. We generated FTO heterozygous knockout (FTO+/-) mice and assessed their progression through puberty to comprehensively investigate the role of FTO in the BDNF/pi3k/Akt signaling pathway *in vivo*. FTO heterozygous knockout mice exhibited a delay in the onset of puberty (**Figure 6A**). Despite being heterozygous, the body weights of these mice remained comparable to those of their FTO+/+ counterparts (**Figure 6B**). Considering that all the female mice exhibited vaginal opening at 5 weeks of age, we subsequently utilized 4-week-old female mice as the primary experimental subjects. We further investigated the effects of FTO deficiency on gonadal tissues and adipose tissue and confirmed that the FTO+/- mice displayed a reduced ovarian size and a lower number of mature follicles compared to the control mice (**Figures 6C, D**). Decreases in the uterine and ovarian organ coefficients were observed in the FTO+/- mice at 4 weeks, but these decreases did not reach statistical significance (*p* = 0.08) (**Figure 6E**). We employed H&E staining to examine uterine structure and function. Compared with those of the FTO+/+ mice, the uteruses of the FTO+/- mice were smaller (**Figure 6F**). However, no significant differences were noted in either the endometrial thickness or the myometrial thickness at 4 weeks (**Figures 6G, H**). H&E staining also revealed a marked reduction in the diameter of fat cells and average area of adipocytes in the FTO+/- mice (**Supplementary Figures S4A, B, D**). And the fat cell density increased in the FTO+/- mice (**Supplementary Figure S4C**). We further confirmed that FTO positively regulates BDNF expression by collecting the whole brains of FTO+/- and FTO+/+ mice at 4 weeks of age. IF staining of brain sections was conducted to assess the expression of FTO and BDNF. BDNF expression was observed in the ARC of the hypothalamus, and BDNF was expressed adjacent to GnRH-positive fibers and terminals. Notably, BDNF levels were significantly decreased following the inhibition of FTO expression in the hypothalamus (**Figure 6I**). Pubertal onset (defined by vaginal opening) was significantly delayed in the FTO+/- mice (31.6 ± 1.0 days) compared with that in the control mice (28.3 ± 0.6 days, *p* < 0.05). We also analyzed the levels of proteins associated with the FTO/BDNF/PI3K/Akt signaling pathway in FTO+/+ and FTO+/- mice at 4 weeks. Hypothalamic tissue was collected for the quantification of mRNA and protein levels. GnRH mRNA expression decreased significantly in FTO-deficient mice (**Supplementary Figure S4E**). However, the levels of the Kiss1, NKB, and Dyn mRNAs did not change significantly (**Supplementary Figure S4F**). Western blot analysis confirmed the absence of FTO expression in the hypothalamic tissue of FTO-deficient mice. We observed significant decreases in the BDNF, p-Akt, and p-p70S6K protein levels following FTO deficiency, whereas total Akt and total p70S6K levels did not differ significantly at 4 weeks (**Figure 6J**). We also measured the expression of CREB. The results showed that the level of the CREB protein was significantly increased and that the level of p-CREB was significantly decreased in FTO-deficient mice at 4 weeks. Significant differences in the levels of the ERK, p-ERK, and TrkB proteins were not observed in FTO-deficient mice at 4 weeks (**Supplementary Figure S4G**). Thus, the loss of FTO expression led to delayed puberty and impaired gonadal development through the BDNF/PI3K/Akt signaling pathway.

**Figure 6:**
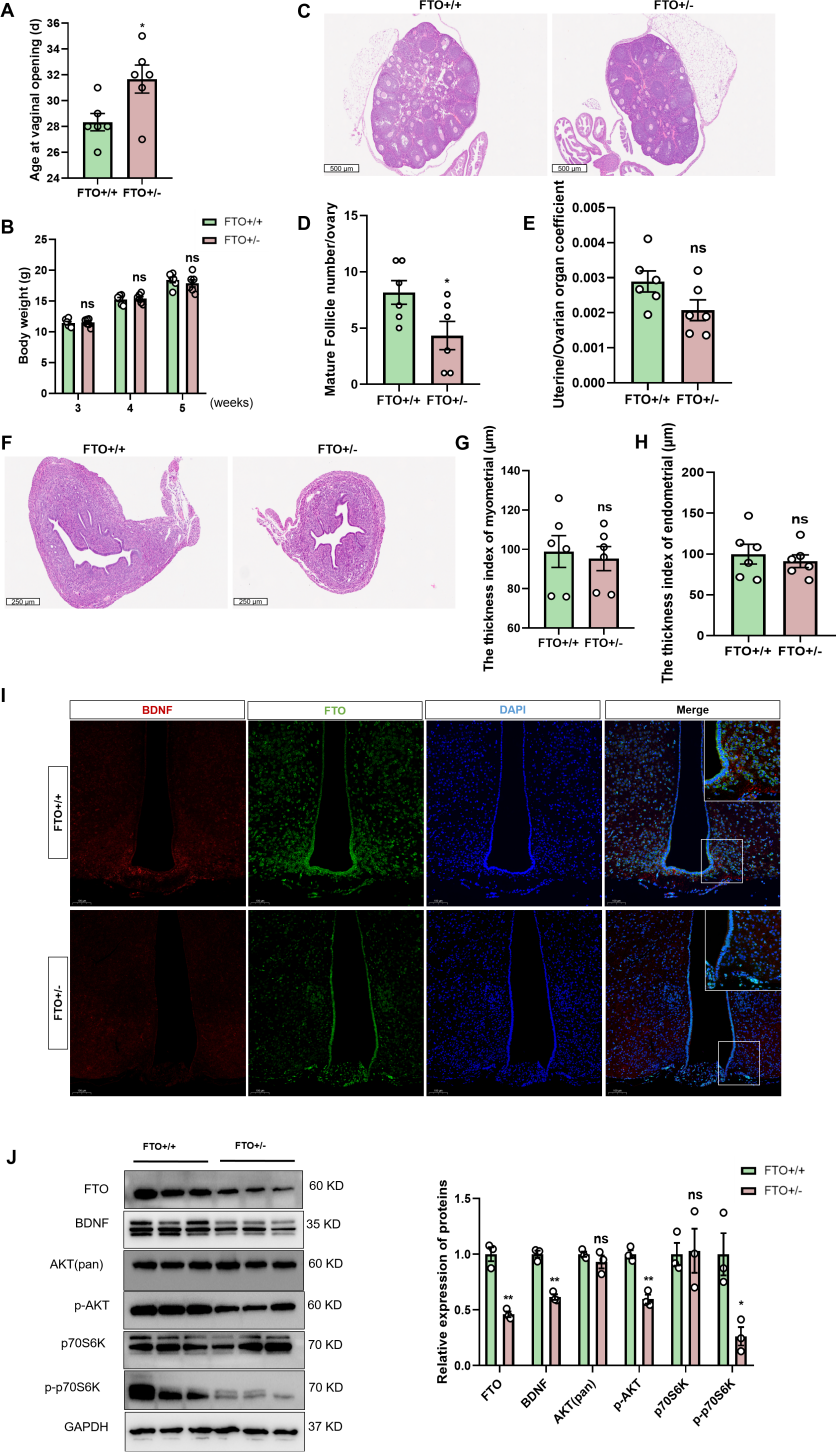
Loss of FTO expression leads to a delay in puberty and inhibition of the BDNF/PI3K/Akt pathway. **(A)** The onset of vaginal opening was significantly delayed in the FTO+/- group compared with that in the FTO+/+ group (n=6). **(B)** The body weights of female mice at different developmental stages did not differ between the two groups (n=6). **(C)** H&E staining was performed to evaluate ovarian size and follicle morphology in FTO-deficient female mice at 4 weeks (n=6; scale bar=500 μm). **(D)** Numbers of mature follicles in the ovaries of FTO+/+ and FTO+/- female mice (n=6). **(E)** The uterine/ovarian organ coefficients of FTO-deficient mice tended to decrease at 4 weeks (n=6). **(F–H)** Pathological assessment of the uterus in FTO-deficient female mice at 4 weeks of age by H&E staining **(F)**; the differences in the endometrial thickness **(G)** and myometrial thickness **(H)** between the groups were not significant (n=6). **(I)** Immunofluorescence (IF) staining for BDNF (red) and FTO (green) and nuclear staining (DAPI, blue) were significantly reduced when FTO expression was lost (n=3; scale bar=50 μm, 20 μm). **(J)** The protein levels of FTO, BDNF, p-AKT, p-p70S6K, total Akt and p70S6K in the hypothalamus of 4-week-old female mice were measured by Western blotting (n=3). The results are shown as the means ± S.E.M.s. *P < 0.05, **P < 0.01, and ns, *P* > 0.05. Two-tailed Student’s t test was used.

### BDNF activates the HPG axis

In this study, we further investigated the role of central BDNF in the regulation of puberty onset and reproductive function in prepubertal female Sprague–Dawley rats. We performed ICV injections of lentiviral vectors overexpressing BDNF (BDNF-OE) or a negative control (NC) (**Figure 7A**). IF staining of brain sections collected after virus injection revealed increased BDNF protein levels in the hypothalamus in the BDNF-OE group compared with those in the control group (**Figure 7B**), confirming the successful overexpression of the target gene. Following viral delivery, we monitored pubertal developmental markers daily. Female BDNF-OE rats demonstrated a markedly increased rate of body weight gain (**Figure 7C**). While a significant difference in the time of vaginal opening was not observed, the body length of the BDNF-OE female rats was significantly decreased (**Figures 7D, E**). Once all female rats achieved VO, they were euthanized for serum and tissue collection. Measurement of serum hormone levels by ELISA indicated profound endocrine alterations. Compared with the negative control group, the BDNF-OE group displayed increased concentrations of follicle-stimulating hormone (FSH) and 17β-estradiol (E2), while the concentration of luteinizing hormone (LH) did not change significantly (**Figures 7F–H**). Histological examination of ovarian and uterine sections by H&E staining revealed no significant difference in the number of CLs in the BDNF-OE group (**Figures 7I, J**). Furthermore, uterine morphological analysis revealed no significant difference in endometrial thickness indices (**Figure 7K**). However, a significant increase in the myometrial thickness was detected (**Figure 7L**). Given that GnRH is the upstream regulator of the HPG axis, we performed IF staining for GnRH in the hypothalamus. The results showed a higher density of GnRH immunofluorescence in the ARC of BDNF-OE female rats (**Figure 7M**), suggesting that central BDNF overexpression increased the expression of GnRH. We also analyzed body composition *in vivo* at the endpoint (**Figure 7N**). The results revealed a significant reduction in the whole-body lean mass of BDNF-OE rats compared with controls (**Figure 7O**), highlighting the concomitant metabolic effect of central BDNF manipulation. However, no significant difference in fat mass was observed between the groups (**Figure 7P**). Therefore, ICV-mediated BDNF overexpression efficiently activated the HPG axis, and promoted uterine development, likely through the potentiation of hypothalamic GnRH neuronal activity.

**Figure 7:**
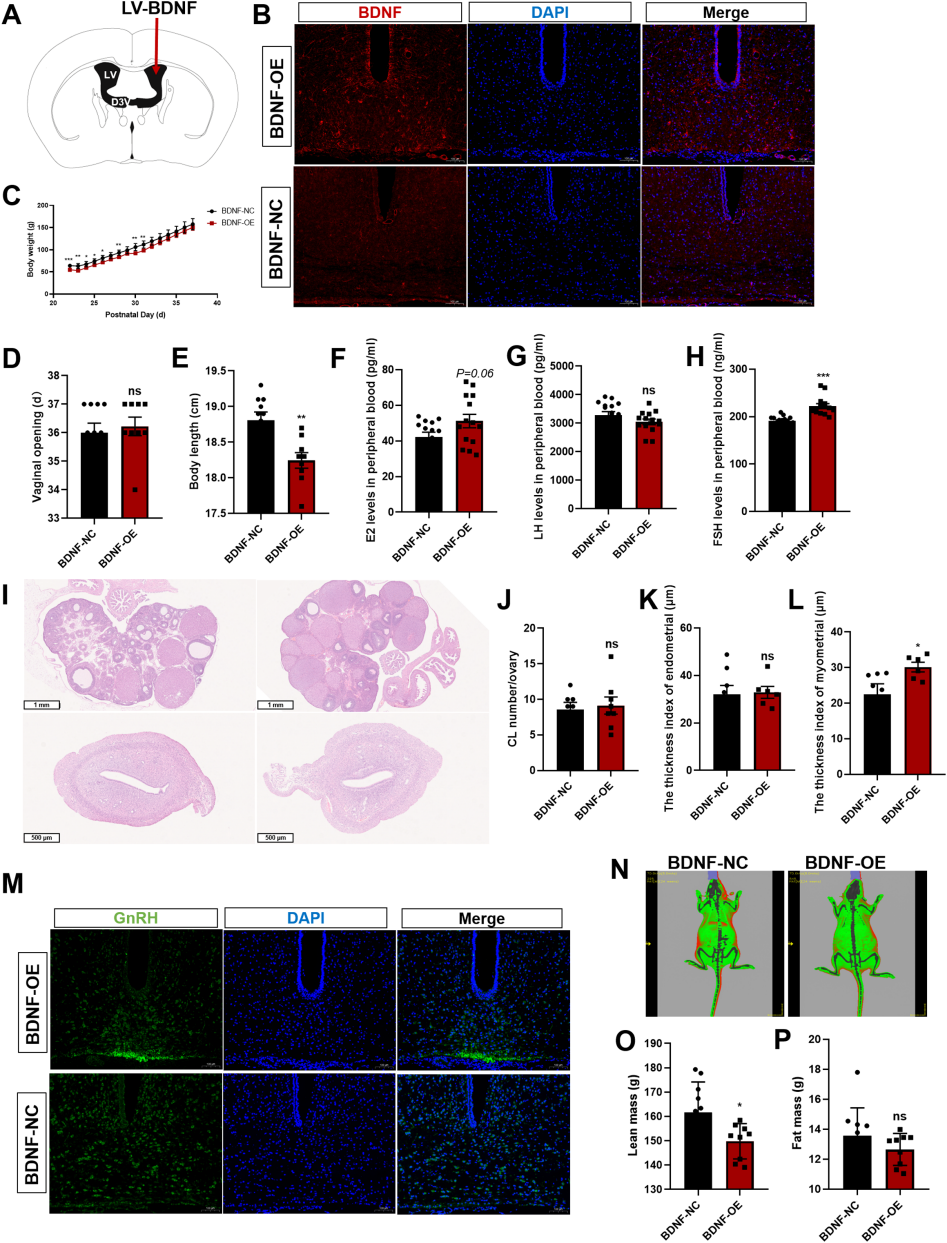
BDNF activates the HPG axis. **(A)** Schematic diagram of lentivirus (LV) microinjection into the lateral ventricle. **(B)** Immunofluorescence (IF) staining for BDNF (red) and cell nuclei (DAPI, blue) was significantly increased when BDNF was overexpressed (n=3; scale bar=100 μm). **(C)** Body weights of female rats that received LV injections beginning at postnatal week 3 (n=9–10). **(D)** The onset of vaginal opening did not differ between the BDNF-OE group and the BDNF-NC group (n=9–10). **(E)** Body length was significantly decreased in the BDNF-OE group compared with the BDNF-NC group (n=9–10). **(F–H)** Serum E2 **(F)**, LH **(G)**, and FSH **(H)** levels were determined using ELISAs in the LV-injected group (n=9–10). **(I)** H&E staining was performed to evaluate pathological changes in the ovaries and uterus of female rats after BDNF overexpression (n = 6). Scale bars=1 mm; 500 μm. **(J)** The number of corpora lutea (CLs) was determined (n = 8). **(K, L)** Pathological assessment of the uterus by H&E staining in the LV-transfected group and determination of the differences in the endometrial thickness **(K)** and myometrial thickness **(L)** between the groups. **(M)** IF staining for GnRH (green) and nuclear staining (DAPI, blue) were significantly increased when BDNF was overexpressed (n=3; scale bar=100 μm). **(N)** The body fat composition of the rats was analyzed using a small animal *in vivo* imaging system. **(O, P)** Lean mass **(O)** and fat mass **(P)** were determined using a small animal *in vivo* imaging system in the LV-transfected group (n=9–10). The results are shown as the means ± S.E.M.s. *P < 0.05, **P < 0.01, ***P < 0.001, and ns, *P* > 0.05. Two-tailed Student’s t test was used.

## Discussion

In this study, we observed that hypothalamic FTO and BDNF levels increased with pubertal development, whereas m6A methylation decreased. Epitranscriptomic sequencing of the ARC revealed that Bdnf is a critical target that undergoes FTO-mediated m6A methylation. Notably, BDNF in the ARC was expressed adjacent to GnRH-positive fibers and terminals. FTO overexpression increased BDNF expression through m6A methylation. Furthermore, FTO overexpression activated the BDNF/PI3K/Akt signaling pathway. Conversely, BDNF knockdown reversed these effects. Additionally, the targeted overexpression of FTO in the ARC accelerated puberty onset (30.5 ± 0.8 days vs. 33 ± 0.3 days in control animals, *p* < 0.05) by activating the BDNF/PI3K/Akt pathway. In contrast, the inactivation of FTO resulted in delayed puberty (31.6 ± 1.0 days vs. 28.3 ± 0.6 days in control animals; *p* < 0.05) and inhibited the BDNF/PI3K/Akt signaling pathway. Central BDNF overexpression efficiently activated the HPG axis (**Figure 8**). These findings suggest that hypothalamic FTO plays a critical role in the progression of puberty through the activation of the BDNF/PI3K/Akt signaling pathway.

**Figure 8:**
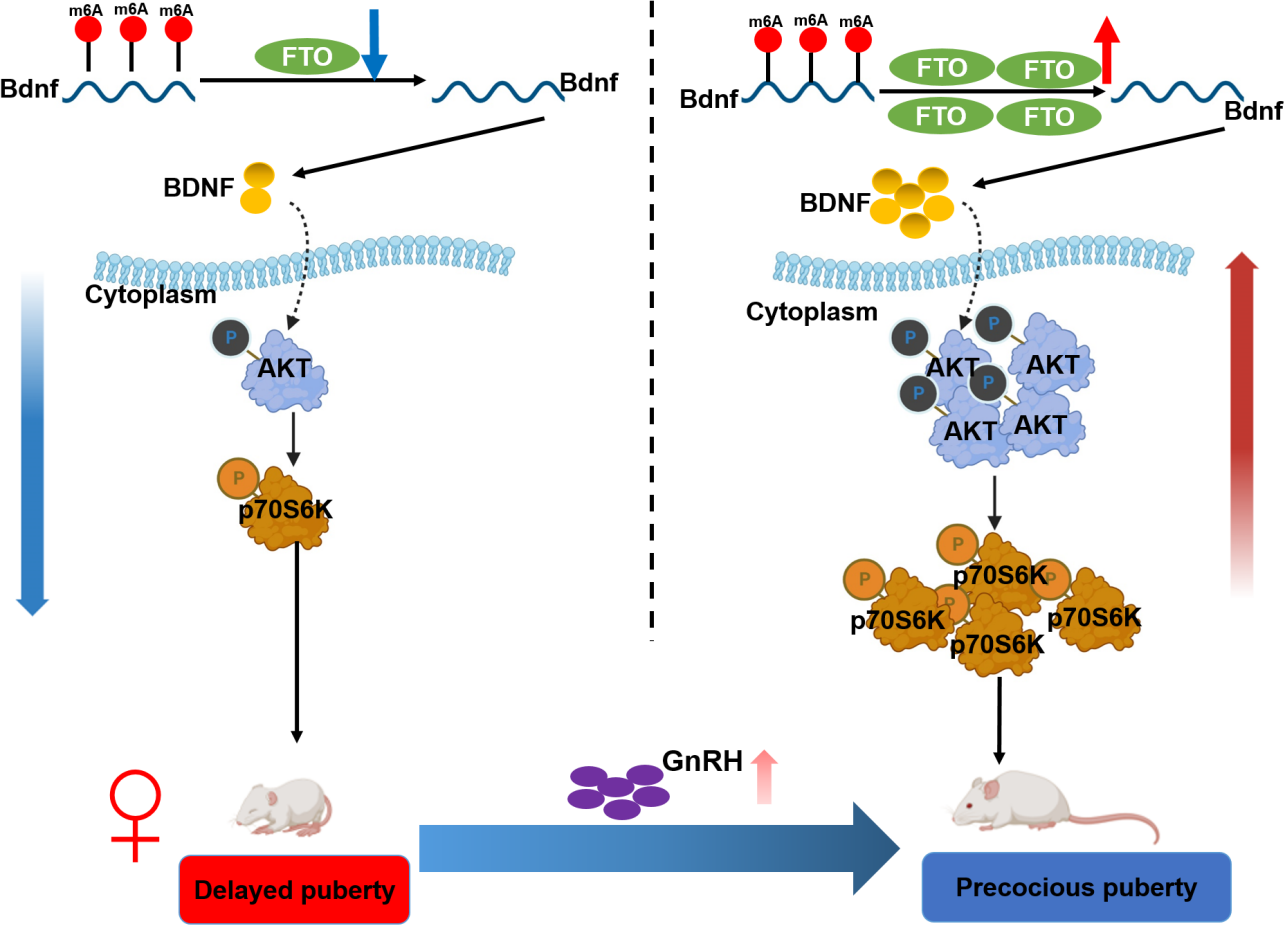
Schematic illustration summarizing the findings of the current work. Hypothalamic FTO and BDNF expression increased with pubertal development, whereas m6A methylation levels decreased. BDNF colocalized with GnRH in the arcuate nucleus (ARC). Epitranscriptomic sequencing of the ARC of female rats at various stages of normal development revealed that BDNF is a critical target of FTO-mediated modification. The overexpression of FTO increased BDNF expression by reducing the m6A methylation of Bdnf mRNA, thereby activating the BDNF/PI3K/Akt signaling pathway. Conversely, forced knockdown of BDNF expression reversed these changes. Moreover, the specific upregulation of FTO expression in the ARC prior to puberty led to accelerated pubertal development through stimulation of the BDNF/PI3K/Akt signaling pathway. In contrast, the inactivation of FTO resulted in delayed puberty and impaired gonadal development through inhibition of the BDNF/PI3K/Akt signaling pathway.

Epigenetic modifications play important roles in regulating pubertal development (26–28). m6A methylation is enriched in the hypothalamus and its level decreases with pubertal development (29). FTO is a prevalent RNA demethylase that is abundantly expressed in the brain, particularly within the hypothalamus (30). The expression of FTO is associated with pubertal development, and its role in regulating calcium ion signaling in the brain has been well established (20). Moreover, FTO plays a crucial role in modulating hippocampal activity through the regulation of BDNF expression (17).A recent study indicated that hippocampal FTO participates in novel object recognition (NOR) memory reconsolidation through BDNF–TrkB signaling (31). These findings suggest that BDNF could be an important molecular target of FTO. Notably, our joint analysis revealed that the m6A methylation of Bdnf mRNA in the hypothalamus of female rats significantly decreased during puberty onset. However, the m6A methylation of Bdnf mRNA decreased. Collectively, these results indicate that BDNF may be a target of the demethylase FTO in the hypothalamus.

FTO overexpression increased BDNF expression through m6A methylation. The results of functional experiments using GT1–7 cells suggested that a significant increase in FTO expression led to only very minor changes in most endpoint indicators, while a reduction in FTO expression had a much greater effect on various indicators. Regarding the reason for this imbalance, we speculated that on the one hand, the signaling pathways and biological processes regulated by FTO might have an inherent saturation point. Namely, a moderate, physiological level of FTO may be sufficient to fully activate these pathways. On the other hand, the massive overexpression of FTO might trigger compensatory feedback mechanisms within the cell to buffer its effects and maintain metabolic and transcriptional homeostasis. Negative regulatory factors may be upregulated or adaptive stress responses may be initiated, thereby weakening the overall effect. In contrast, reducing FTO expression might disable a key regulatory node, shifting the cell from its compensatory range and thus producing more dramatic phenotypic consequences. It should be emphasized that although FTO-mediated upregulation of Bdnf was observed in GT1–7 cells, endogenous, terminally differentiated GnRH neurons have been shown not to express BDNF (16). In contrast, BDNF is primarily supplied to GnRH neurons via a paracrine mechanism by neighboring cells in the hypothalamic environment. Therefore, the increased Bdnf expression detected in this immortalized cell line likely reflects its transformed, embryonic origin-specific characteristics rather than a physiologically relevant mechanism in mature GnRH neurons. The significance of this finding in GT1–7 cells does not lie in reproducing the autocrine loop in native neurons, but in demonstrating that FTO has the intrinsic ability to regulate the BDNF within a neuronal context expressing the necessary transcriptional machinery. The main site of action of FTO *in vivo* is likely to be in those afferent neurons that do express BDNF and subsequently influence GnRH neuron activity.

Our findings suggest that FTO is a key regulator of the timing of puberty onset. The observation that puberty eventually occurred in all groups indicated that FTO is not an absolute prerequisite for the activation of the HPG axis. Instead, its expression level was likely to fine-tune the timing of this process by modulating the metabolic information integrated in the hypothalamus and influencing the GnRH pulse generator. Our research focused on the central role of FTO in the ARC of the hypothalamus. However, FTO is also expressed in peripheral metabolic tissues, including the gonads (18). Therefore, although our data suggested that central FTO overexpression is sufficient to increase the activation of the HPG axis, we cannot rule out the possibility of a direct effect of FTO on the ovaries and testes. The observed changes in the gonads might be the result of the combined actions of central drive and local direct effects. Future studies using tissue-specific (e.g., gonad-specific) FTO knockout or overexpression models will be crucial for clarifying the exact contributions of central and peripheral FTO to the timing of puberty onset.

BDNF, which is produced by both neurons and glial cells in the brain, is the most prominent and widely and complexly distributed neurotrophic factor in the mammalian central nervous system. Our data indicated that BDNF in the ARC was expressed adjacent to GnRH-positive fibers and terminals. Recombinant BDNF protein stimulation in E12.5 mouse olfactory tissue culture promoted the growth of GnRH axons by activating the intracellular Ca^2+^–CREB signaling pathway (9). A clinical study of functional hypothalamic amenorrhea (FHA) revealed that the plasma BDNF concentration in FHA patients was significantly lower than that in healthy controls (32). BDNF can bind to TrkB receptors located on the surface of GnRH neurons and activate the TrkB/Ca^2+^/CREB signaling pathway (33). p-CREB further activates the transcription factor c-FOS and promotes the transcription of GnRH (34). Female rats in which FTO was overexpressed in the ARC exhibited advanced puberty. Moreover, we demonstrated that a reduction in FTO expression in female mice resulted in delayed puberty, which was mediated by BDNF signaling. The absence of FTO leads to the dysregulation of the expression of specific genes, such as *Bdnf*, along with their associated signaling pathways. Therefore, FTO may regulate pubertal development through BDNF signaling.

The neurotrophic and prosurvival effects of BDNF are mediated mainly by the activation of TrkB receptors located on the cell surface. TrkB serves as an intrinsic receptor for BDNF. The synergistic action of BDNF and TrkB initiates various intracellular signaling pathways, particularly the PI3K/Akt signaling pathway (35, 36). PI3K/Akt is a representative antiapoptotic signaling pathway (37). Research has indicated that PI3K signaling plays an important role in modulating reproductive function within the hypothalamus. PI3K signaling is vital for controlling fertility and the release of GnRH. It can directly affect important neuropeptides expression (38). PI3K signaling could increase CREB activation, promoting GnRH expression. Our research also revealed that the m6A methylation of BDNF by FTO influences the expression of GnRH at the onset of puberty via PI3K/Akt/CREB signaling.

Exogenous BDNF can upregulate the expression of the Kiss1, Tac2, and Gnrh1 genes simultaneously via the ERK/CREB signaling pathway and modulate the secretion of luteinizing hormone (LH) and follicle-stimulating hormone (FSH) from pituitary cells by influencing the expression of the GnRH and KNDy genes. In this manner, BDNF participates in the regulation of central gonadotropin axis activity in female sheep (16). We observed a clear increase in BDNF overexpression, as evidenced by increased hypothalamic GnRH levels and elevated peripheral FSH and E2 levels; these changes did not translate to a statistically significant acceleration of VO. These findings suggest that BDNF plays a more direct role in facilitating puberty onset. However, our data align with the complex, multifaceted nature of BDNF signaling. It is plausible that the specific timing, location, and magnitude of BDNF overexpression in our model was sufficient to stimulate GnRH synthesis and partial gonadotropin release (FSH) but was insufficient to trigger the full sequence of events required to significantly advance the first estrous cycle marked by VO. Concurrently, BDNF-OE induced profound metabolic alterations, repartitioning energy resources away from linear growth and toward systems supporting a reproductive state. The significant reduction in body length and lean mass, coupled with accelerated weight gain, indicates a BDNF-driven shift in energy allocation. This finding is consistent with the well-established role of BDNF in the hypothalamus in the regulation of appetite and energy metabolism, which may also play a role in the central neuroendocrine network that controls the function of the HPGA, thereby influencing the progression of puberty. Our results suggest that central BDNF signaling may prioritize metabolic fuel for processes immediately beneficial for reproduction at the expense of somatic growth. This process represents a fascinating physiological trade-off orchestrated by the brain, aligning metabolic status with reproductive competence.

Each model used in this study was selected to address a specific issue within a logical workflow. The rat model enabled us to establish the *in vivo* physiological correlation between peripheral BDNF levels, central FTO expression, and the timing of puberty onset in a complete system. The mouse genetic model provided causal evidence for the role of endogenous FTO. The GT1–7 cell line was used because of its practicality for conducting rigorous gain-of-function and loss-of-function experiments as well as detailed analyses of signaling pathways. Based on the results of this study, the main site of action of BDNF in our *in vivo* models may not have been the GnRH neuron cell body itself but rather its termini in the median eminence or, more likely, upstream afferent neurons that respond to BDNF and subsequently regulate GnRH release. This result can explain the observed physiological effects without the need for a direct effect of BDNF on the postnatal GnRH cell body. We focused on a central FTO–BDNF pathway that ultimately affects GnRH release, and its mechanism may involve both direct (acting on terminals) and indirect (acting on afferent input) effects.

However, it should be noted that we were limited to using GT1–7 cells for the *in vitro* experiments. GT1–7 cells are valuable *in vitro* tools for mechanistic studies. Their embryonic origin and immortalized nature imply that their responses may not fully replicate those of mature, terminally differentiated GnRH neurons *in vivo* (9). Due to the lack of individual-level data, a correlation analysis could not be conducted between the FTO levels in animals and the onset time of puberty. Another primary limitation of this study was the use of global ICV injection for the overexpression of BDNF. While effective at inducing the overexpression of BDNF within the hypothalamus, this method did not allow us to pinpoint the exact nuclei responsible for the observed effects. The distinct outcomes—strong GnRH and FSH responses without accelerated VO—may have been due to the simultaneous activation of both stimulatory and inhibitory pathways within different hypothalamic regions. Future studies employing Cre-lox technology for cell-specific and nucleus-specific BDNF manipulation will be crucial for dissecting these complex neural circuits. The small sample size is a key limitation of our study. Future research in larger cohorts is crucial for confirming and expanding these preliminary observations.

In summary, our research highlights the critical role of BDNF in regulating puberty onset. Our methodology integrated m6A profiling and gene expression analysis, which facilitated the identification of key mRNAs modified by FTO. Among the transcripts identified, those exhibiting alterations in m6A methylation were found to be significantly involved in the BDNF pathway. 

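Of 102 genes under the KEGG label for neurotrophin signaling with an m6A peak in the ARC, 41 (40.2%) had a weaker peak at 5 weeks. A stronger one was found in 7 (6.86%), both counts from the authors' deposited table. Centring on the median of all deposited peaks reverses this balance to 13 weaker and 17 stronger. It does the same over all deposited peaks, with 1686 weaker and 2291 stronger. Random sets with as many peaks per gene held 33.6 genes with a weaker peak on average. The observed count lies at their 94.6th percentile, or the 88.9th after centring. The count of genes with a stronger peak lay at the 24.1st percentile. The paper states that m6A profiling together with gene expression, which was not analysed here, helped to identify key mRNAs modified by FTO.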

Notably, these changes—particularly in genes associated with the BDNF pathway—may accelerate puberty onset associated with FTO overexpression. The FTO-mediated m6A methylation of BDNF regulates the PI3K/Akt pathway in the hypothalamus, thereby influencing puberty onset.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE253114.

## Supplementary material

Supplementary Figure 1 Enrichment analyses of differentially expressed genes in the ARCs of 21-day-old and 35-day-old female rats. **(A)** Colorimetric quantification of reduced m6A methylation levels in the hypothalamus during puberty (n=5). **(B)** The mRNA expression of FTO in the hypothalamus increased significantly with puberty onset, as shown by qPCR (n=5). **(C)** The protein expression of FTO in the hypothalamus increased significantly with puberty onset, as shown by Western blotting (n=3). **(D)** Pie charts showing the distribution of m6A peaks in different RNA regions (CDS, 5’ UTR, 3’ UTR, start codon, and stop codon) in the ARCs of 21-day-old and 35-day-old female rats. **(E)** The distributions of genes with 1, 2, 3, 4, 5, and 6 or more m6A peaks in the ARCs of 21-day-old and 35-day-old female rats. **(F)** Gene Ontology (GO) enrichment analysis of the differentially expressed genes in the ARC of 35-day-old female rats based on RNA-seq data. **(G)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of differentially expressed genes in the ARC of 35-day-old female rats based on RNA-seq data. ARC, arcuate nucleus. Pathway analysis was performed using the KEGG database (http://www.kegg.jp/kegg/kegg1.html).

Supplementary Figure 2 Three Bdnf-silencing plasmids were successfully constructed. **(A)** The expression of Bdnf mRNA in control and cells transfected with the three Bdnf shRNAs was determined by qPCR (n=3). **(B)** BDNF protein levels were determined by Western blotting (n=3). The bars represent the means ± S.E.M.s. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, and ns, *P* > 0.05 compared with the shRNA-control group according to Student’s t test.

Supplementary Figure 3 Overexpression of FTO in the ARC of the hypothalamus in female mice activates CREB signaling but has no effect on KNDy neurons. **(A)** The mRNA levels of Kiss1, NKB, and Dyn in the hypothalamus were determined using qRT–PCR at 4 weeks **(A)** and 5 weeks **(C)** (n=3). β-Actin was used as the internal reference. **(B)** Quantification of the data indicated that the protein levels of CREB, p-CREB, ERK, p-ERK, and TrkB did not differ significantly among the groups at 4 weeks (n=3). **(D)** Western blot analysis indicated that the levels of the CREB and ERK proteins were significantly decreased and p-CREB levels were significantly increased in the AAV-FTO groups at 5 weeks. No significant differences in the levels of the p-ERK and TrkB proteins were observed among the groups (n=3). AAV-FTO was injected into the FTO-overexpressing group, and AAV-control was injected into the AAV negative control group. ARC, arcuate nucleus; Three V, third ventricle. The results are shown as the means ± S.E.M.s. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, and ns, *P* > 0.05. Two-tailed Student’s t test was used.

Supplementary Figure 4 FTO deficiency in female mice inhibits the CREB signaling but has no effect on KNDy neurons. **(A)** H&E staining was used to evaluate pathological changes in white fat from female mice at 4 weeks after FTO knockout. Scale bars=100 μm. **(B)** The diameter of fat cells decreased in the FTO+/- mice at 4 weeks (n=3). **(C)** The fat cell density increased in the FTO+/- mice (n=3). **(D)** The average area of adipocytes decreased in the FTO+/- mice (n=3). **(E)** The mRNA level of GnRH in the hypothalamus of FTO-deficient mice was decreased at 4 weeks (n=3). **(F)** No significant changes in the mRNA levels of Kiss1, NKB, or Dyn were observed in the hypothalamus of 4-week-old FTO-deficient mice (n=3). β-Actin was used as the internal reference. **(G)** Western blot analysis showed that the level of the CREB protein was significantly increased, and p-CREB levels were significantly decreased in 4-week-old FTO-deficient mice. No significant differences in the levels of the ERK, p-ERK, or TrkB protein were observed in 4-week-old FTO-deficient mice (n=3). The results are shown as the means ± S.E.M.s. **P* < 0.05, and ns, *P* > 0.05. Two-tailed Student’s t test was used.

## References

[1] LatronicoACBritoVNCarelJC. Causes, diagnosis, and treatment of central precocious puberty. Lancet Diabetes Endocrinol. (2016) 4:265–74. doi: 10.1016/S2213-8587(15)00380-0, PMID: 26852255

[2] KleinDAEmerickJESylvesterJEVogtKS. Disorders of puberty: an approach to diagnosis and management. Am Fam Physician. (2017) 96:590–9., PMID: 29094880

[3] YooJH. Effects of early menarche on physical and psychosocial health problems in adolescent girls and adult women. Korean J Pediatr. (2016) 59:355–61. doi: 10.3345/kjp.2016.59.9.355, PMID: 27721839 PMC5052133

[4] DeesWHineyJSrivastavaV. IGF-1 influences gonadotropin-releasing hormone regulation of puberty. Neuroendocrinology. (2021) 111:1151–63. doi: 10.1159/000514217, PMID: 33406521 PMC8257778

[5] DorfmanMGarcia-RudazCAldermanZKerrBLomnicziADissenG. Loss of Ntrk2/Kiss1r signaling in oocytes causes premature ovarian failure. Endocrinology. (2014) 155:3098–111. doi: 10.1210/en.2014-1111, PMID: 24877631 PMC4097998

[6] HempsteadBL. Dissecting the diverse actions of pro- and mature neurotrophins. Curr Alzheimer Res. (2006) 3:19–24. doi: 10.2174/156720506775697061, PMID: 16472198

[7] LiCZhouX. The potential roles of neurotrophins in male reproduction. Reproduction. (2013) 145:R89–95. doi: 10.1530/REP-12-0466, PMID: 23404847

[8] Tapia-ArancibiaLRageFGivaloisLArancibiaS. Physiology of BDNF: focus on hypothalamic function. Front Neuroendocrinol. (2004) 25:77–107. doi: 10.1016/j.yfrne.2004.04.001, PMID: 15571756

[9] CroninASHoranTLSpergelDJBrooksANHastingsMHEblingFJ. Neurotrophic effects of BDNF on embryonic gonadotropin-releasing hormone (GnRH) neurons. Eur J Neurosci. (2004) 20:338–44. doi: 10.1111/j.1460-9568.2004.03490.x, PMID: 15233743

[10] SeiferDFengBSheldenRChenSDreyfusC. Brain-derived neurotrophic factor: a novel human ovarian follicular protein. J Clin Endocrinol Metab. (2002) 87:655–9. doi: 10.1210/jcem.87.2.8213, PMID: 11836300

[11] KawamuraKKawamuraNMuldersSSollewijn GelpkeMHsuehA. Ovarian brain-derived neurotrophic factor (BDNF) promotes the development of oocytes into preimplantation embryos. Proc Natl Acad Sci United States America. (2005) 102:9206–11. doi: 10.1073/pnas.0502442102, PMID: 15967989 PMC1166611

[12] KawamuraKKawamuraNFukudaJKumagaiJHsuehATanakaT. Regulation of preimplantation embryo development by brain-derived neurotrophic factor. Dev Biol. (2007) 311:147–58. doi: 10.1016/j.ydbio.2007.08.026, PMID: 17880937

[13] CordeiraJWFrankLSena-EstevesMPothosENRiosM. Brain-derived neurotrophic factor regulates hedonic feeding by acting on the mesolimbic dopamine system. J Neurosci. (2010) 30:2533–41. doi: 10.1523/JNEUROSCI.5768-09.2010, PMID: 20164338 PMC2846779

[14] UngerTJCalderonGABradleyLCSena-EstevesMRiosM. Selective deletion of Bdnf in the ventromedial and dorsomedial hypothalamus of adult mice results in hyperphagic behavior and obesity. J Neurosci. (2007) 27:14265–74. doi: 10.1523/JNEUROSCI.3308-07.2007, PMID: 18160634 PMC6673437

[15] XuBGouldingEHZangKCepoiDConeRDJonesKR. Brain-derived neurotrophic factor regulates energy balance downstream of melanocortin-4 receptor. Nat Neurosci. (2003) 6:736–42. doi: 10.1038/nn1073, PMID: 12796784 PMC2710100

[16] PrzybylBJSzlisMWojcik-GladyszA. Brain-derived neurotrophic factor (BDNF) affects the activity of the gonadotrophic axis in sheep. Horm Behav. (2021) 131:104980. doi: 10.1016/j.yhbeh.2021.104980, PMID: 33872927

[17] SpychalaARütherU. FTO affects hippocampal function by regulation of BDNF processing. PLoS One. (2019) 14:e0211937. doi: 10.1371/journal.pone.0211937, PMID: 30730976 PMC6366932

[18] GerkenTGirardCTungYWebbyCSaudekVHewitsonK. The obesity-associated FTO gene encodes a 2-oxoglutarate-dependent nucleic acid demethylase. Sci (New York N.Y.). (2007) 318:1469–72. doi: 10.1126/science.1151710, PMID: 17991826 PMC2668859

[19] LiZWengHSuRWengXZuoZLiC. FTO plays an oncogenic role in acute myeloid leukemia as a N-methyladenosine RNA demethylase. Cancer Cell. (2017) 31:127–41. doi: 10.1016/j.ccell.2016.11.017, PMID: 28017614 PMC5234852

[20] ZangSYinXLiP. FTO-mediated mA demethylation regulates GnRH expression in the hypothalamus via the PLCβ3/Ca/CAMK signalling pathway. Commun Biol. (2023) 6:1297. doi: 10.1038/s42003-023-05677-2, PMID: 38129517 PMC10739951

[21] IpCK. An optimized protocol for establishing a chronic stress model in mice. Star Protoc. (2021) 2(2):100448. doi: 10.1016/j.xpro.2021.100448, PMID: 33912847 PMC8065287

[22] KanehisaMFurumichiMSatoYMatsuuraYIshiguro-WatanabeM. KEGG: biological systems database as a model of the real world. Nucleic Acids Res. (2025) 53:D672–7. doi: 10.1093/nar/gkae909, PMID: 39417505 PMC11701520

[23] WuRChenYLiuYZhuangLChenWZengB. m6A methylation promotes white-to-beige fat transition by facilitating Hif1a translation. EMBO Rep. (2021) 22:e52348. doi: 10.15252/embr.202052348, PMID: 34569703 PMC8567275

[24] HanZNiuTChangJLeiXZhaoMWangQ. Crystal structure of the FTO protein reveals basis for its substrate specificity. Nature. (2010) 464:1205–9. doi: 10.1038/nature08921, PMID: 20376003

[25] ZangSYinXLiP. Downregulation of TTF1 in the rat hypothalamic ARC or AVPV nucleus inhibits Kiss1 and GnRH expression, leading to puberty delay. Reprod Biol Endocrinol. (2021) 19:30. doi: 10.1186/s12958-021-00710-7, PMID: 33622350 PMC7901190

[26] ArgenteJDunkelLKaiserUBLatronicoACLomnicziASoriano-GuillenL. Molecular basis of normal and pathological puberty: from basic mechanisms to clinical implications. Lancet Diabetes Endocrinol. (2023) 11:203–16. doi: 10.1016/S2213-8587(22)00339-4, PMID: 36620967 PMC10198266

[27] ShenYZhouSZhaoXLiHSunJ. Characterization of genome-wide DNA methylation and hydroxymethylation in mouse arcuate nucleus of hypothalamus during puberty process. Front Genet. (2020) 11:626536. doi: 10.3389/fgene.2020.626536, PMID: 33381157 PMC7768033

[28] ZhouSShenYZangSYinXLiP. The epigenetic role of HTR1A antagonist in facilitaing GnRH expression for pubertal initiation control. Mol Ther Nucleic Acids. (2021) 25:198–206. doi: 10.1016/j.omtn.2021.05.014, PMID: 34458005 PMC8368778

[29] ShafikAZhangFGuoZDaiQPajdzikKLiY. N6-methyladenosine dynamics in neurodevelopment and aging, and its potential role in Alzheimer’s disease. Genome Biol. (2021) 22:17. doi: 10.1186/s13059-020-02249-z, PMID: 33402207 PMC7786910

[30] FredrikssonRHägglundMOlszewskiPStephanssonOJacobssonJOlszewskaA. The obesity gene, FTO, is of ancient origin, up-regulated during food deprivation and expressed in neurons of feeding-related nuclei of the brain. Endocrinology. (2008) 149:2062–71. doi: 10.1210/en.2007-1457, PMID: 18218688

[31] ChangRZhuSPengJLangZZhouXLiaoH. The hippocampal FTO-BDNF-TrkB pathway is required for novel object recognition memory reconsolidation in mice. Trans Psychiatry. (2023) 13:349. doi: 10.1038/s41398-023-02647-4, PMID: 37963912 PMC10645923

[32] Podfigurna-StopaACasarosaELuisiMCzyzykAMeczekalskiBGenazzaniA. Decreased plasma concentrations of brain-derived neurotrophic factor (BDNF) in patients with functional hypothalamic amenorrhea. Gynecological Endocrinol. (2013) 29:817–20. doi: 10.3109/09513590.2013.813472, PMID: 23844985

[33] LiJHePZhangJLiN. Orcinol glucoside improves the depressive-like behaviors of perimenopausal depression mice through modulating activity of hypothalamic-pituitary-adrenal/ovary axis and activating BDNF- TrkB-CREB signaling pathway. Phytotherapy research: PTR. (2021) 35:5795–807. doi: 10.1002/ptr.7237, PMID: 34382261

[34] DuanWShinJJamesonJ. Estradiol suppresses phosphorylation of cyclic adenosine 3’, 5’-monophosphate response element binding protein (CREB) in the pituitary: evidence for indirect action via gonadotropin-releasing hormone. Mol Endocrinol (Baltimore Md.). (1999) 13:1338–52. doi: 10.1210/mend.13.8.0322, PMID: 10446907

[35] YoshiiAConstantine-PatonM. Postsynaptic BDNF-TrkB signaling in synapse maturation, plasticity, and disease. Dev Neurobiol. (2010) 70:304–22. doi: 10.1002/dneu.20765, PMID: 20186705 PMC2923204

[36] YangJYanHLiSZhangM. Berberine ameliorates MCAO induced cerebral ischemia/reperfusion injury via activation of the BDNF-trkB-PI3K/akt signaling pathway. Neurochemical Res. (2018) 43:702–10. doi: 10.1007/s11064-018-2472-4, PMID: 29357017

[37] LiYXiangLWangCSongYMiaoJMiaoM. Protection against acute cerebral ischemia/reperfusion injury by Leonuri Herba Total Alkali via modulation of BDNF-TrKB-PI3K/Akt signaling pathway in rats. Biomedicine pharmacotherapy = Biomedecine pharmacotherapie. (2021) 133:111021. doi: 10.1016/j.biopha.2020.111021, PMID: 33227709

[38] BeymerMNegrónAYuGWuSMayerCLinR. Kisspeptin cell-specific PI3K signaling regulates hypothalamic kisspeptin expression and participates in the regulation of female fertility. Am J Physiol Endocrinol Metab. (2014) 307:E969–82. doi: 10.1152/ajpendo.00385.2014, PMID: 25269483 PMC4254985

# Supplementary material for: Hypothalamic FTO upregulates BDNF to promote GnRH expression through the PI3K/Akt pathway, leading to precocious puberty
**Source:** Front Endocrinol (Lausanne). 2025 Oct 31;16:1665391. doi: 10.3389/fendo.2025.1665391

Uncropped Western Blot Images Corresponding to Figures in the Main Text and Supplementary Materials.

Figure 3B

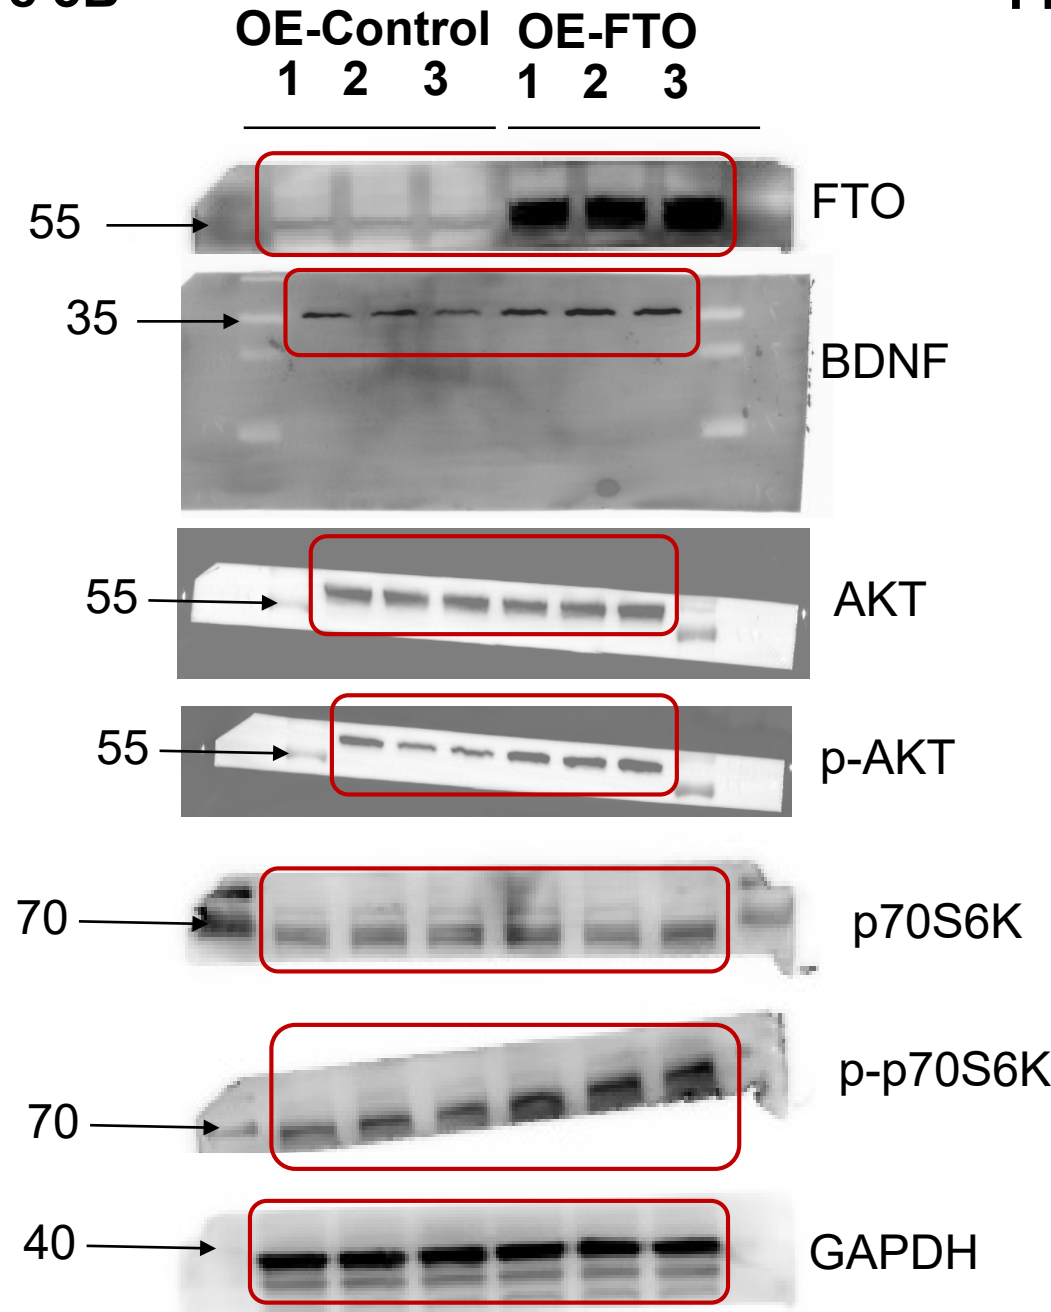

Figure 3D

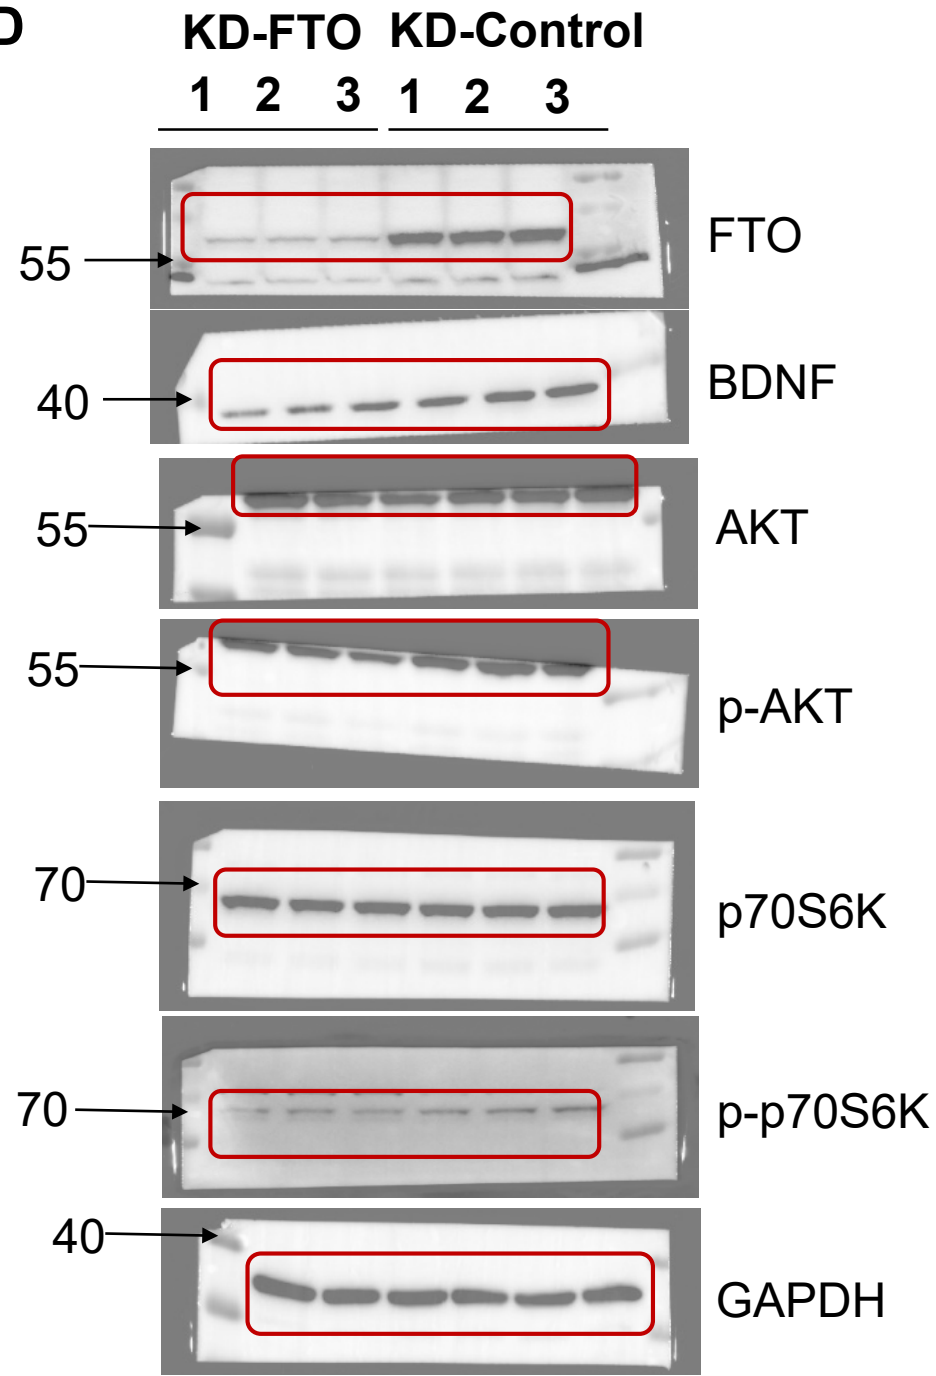

Figure 4B

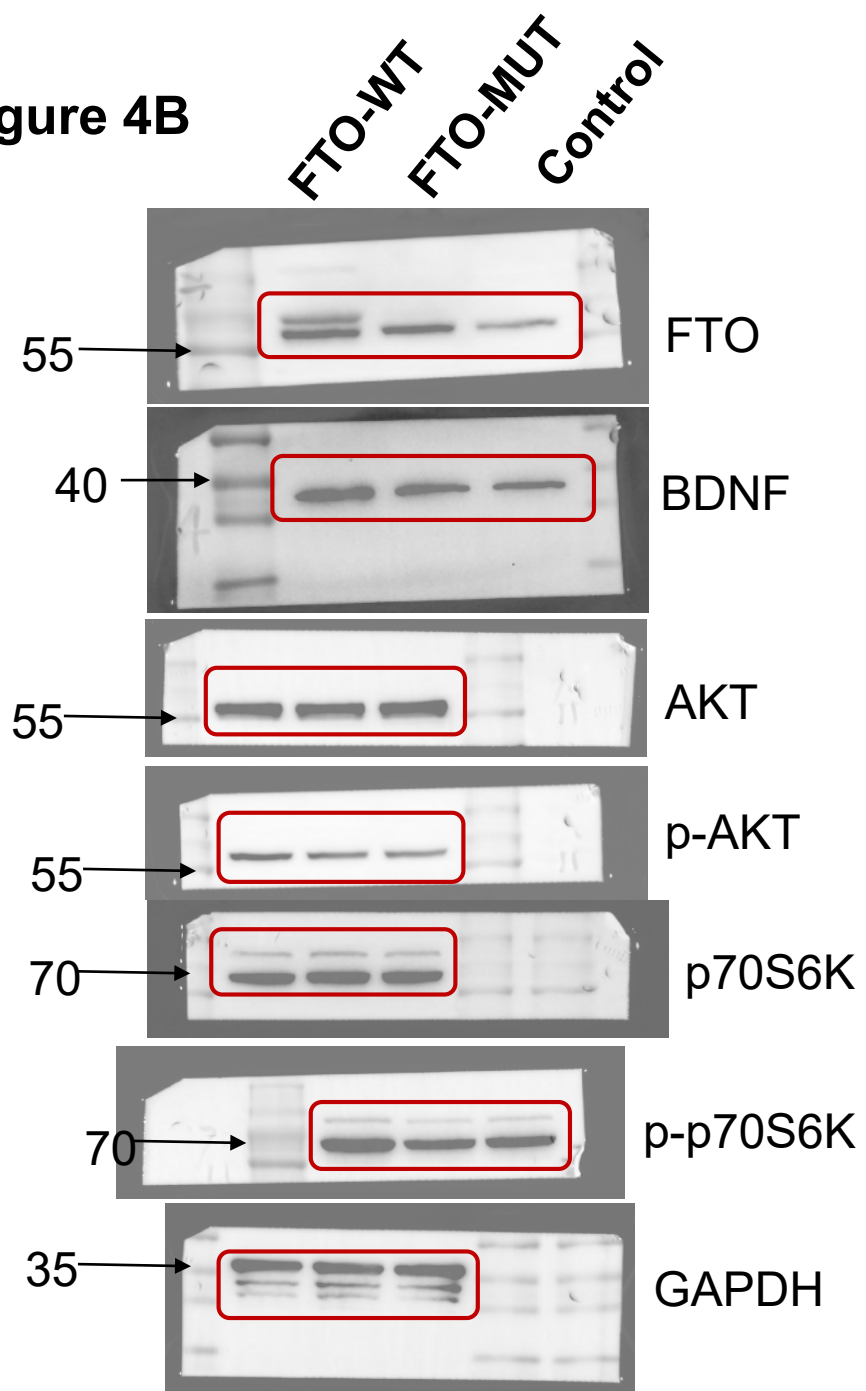

Figure 4E

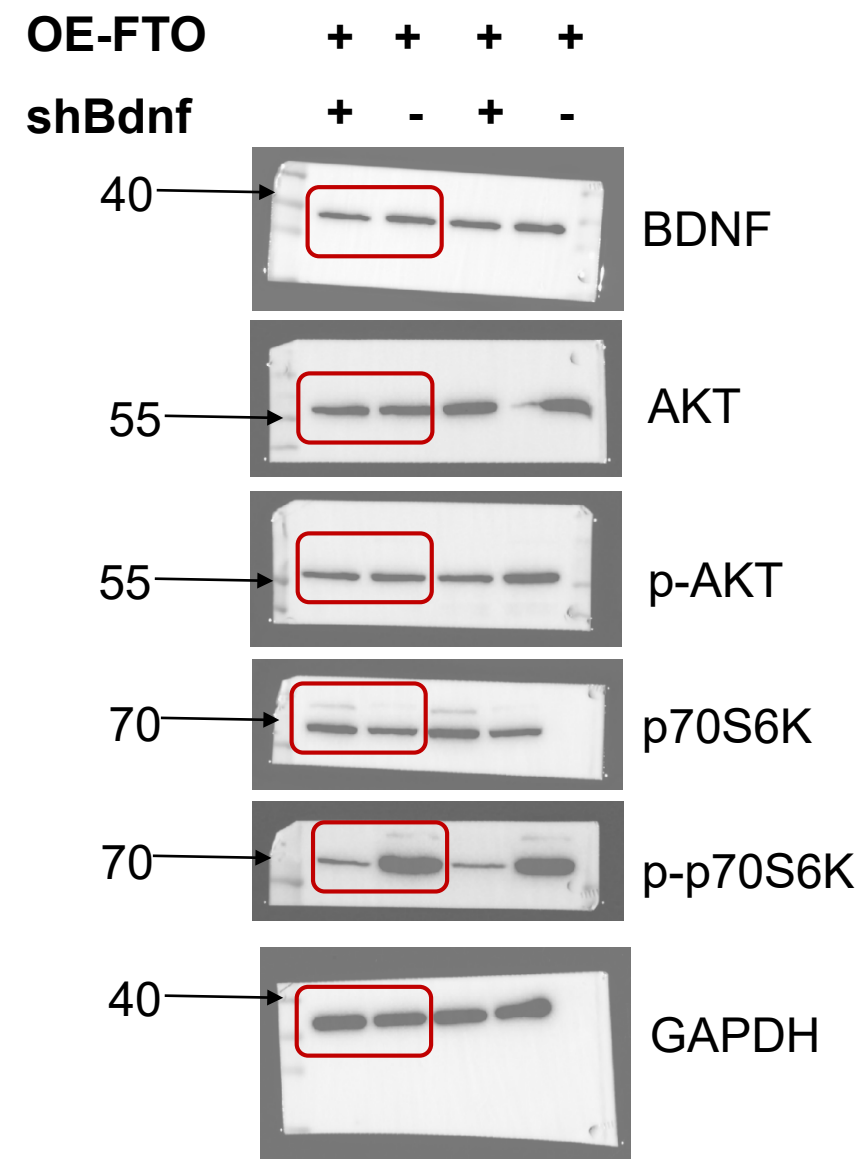

Figure 5E

AAV-control   AAV-FTO
#1 #2 #3   #1 #2 #3

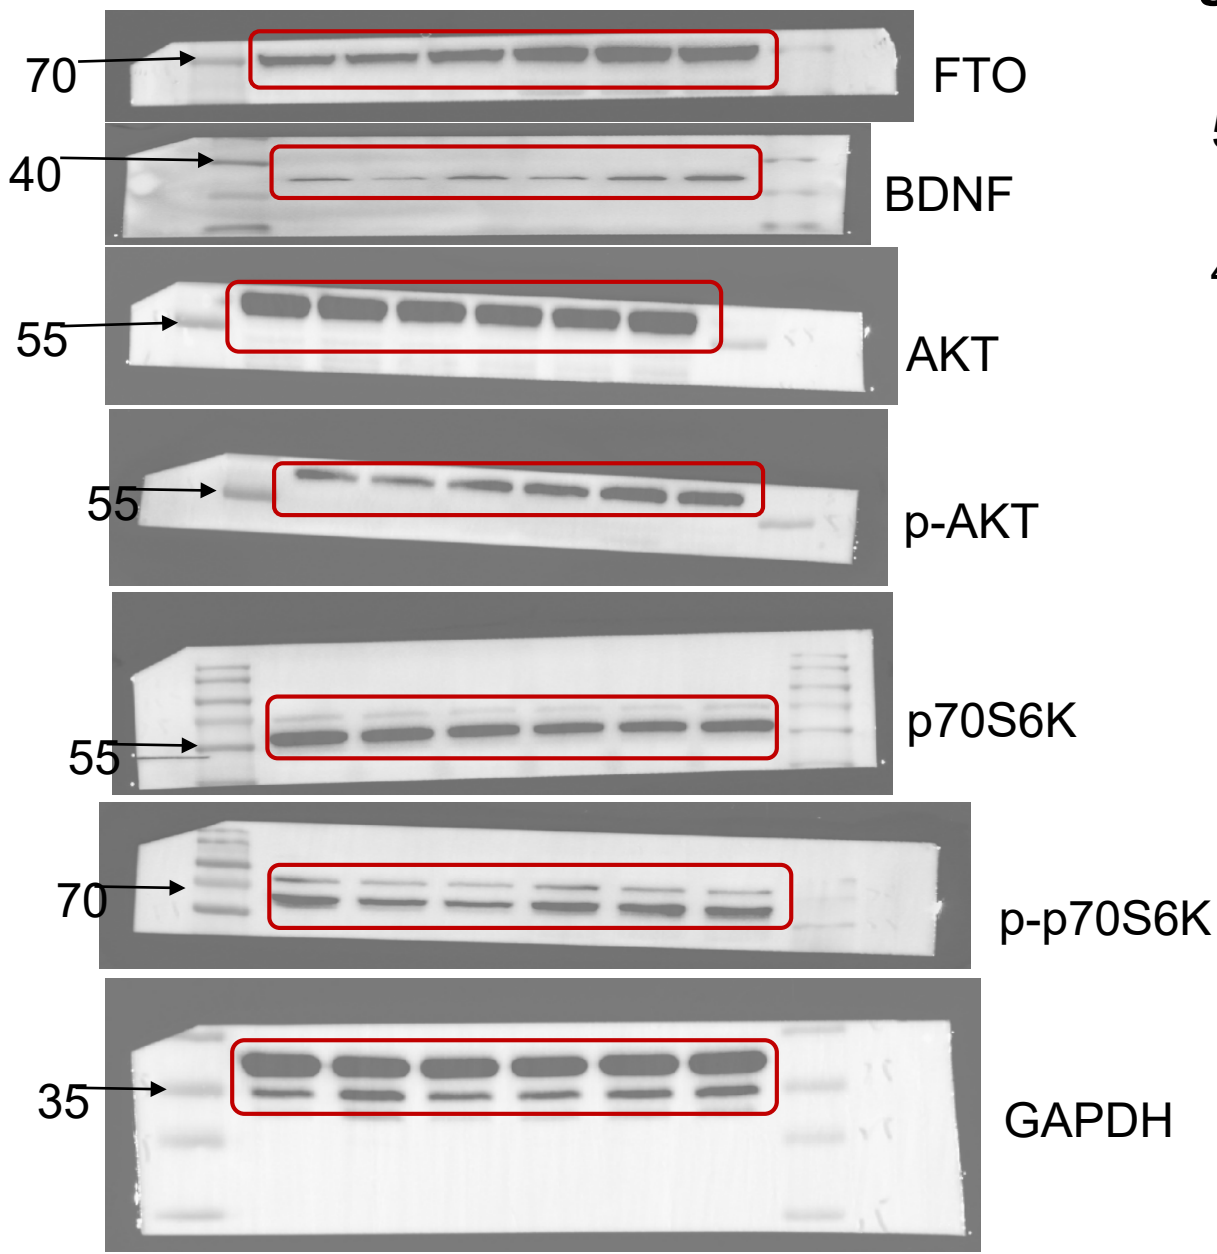

Figure 5G

AAV-control   AAV-FTO
#1 #2 #3   #1 #2 #3

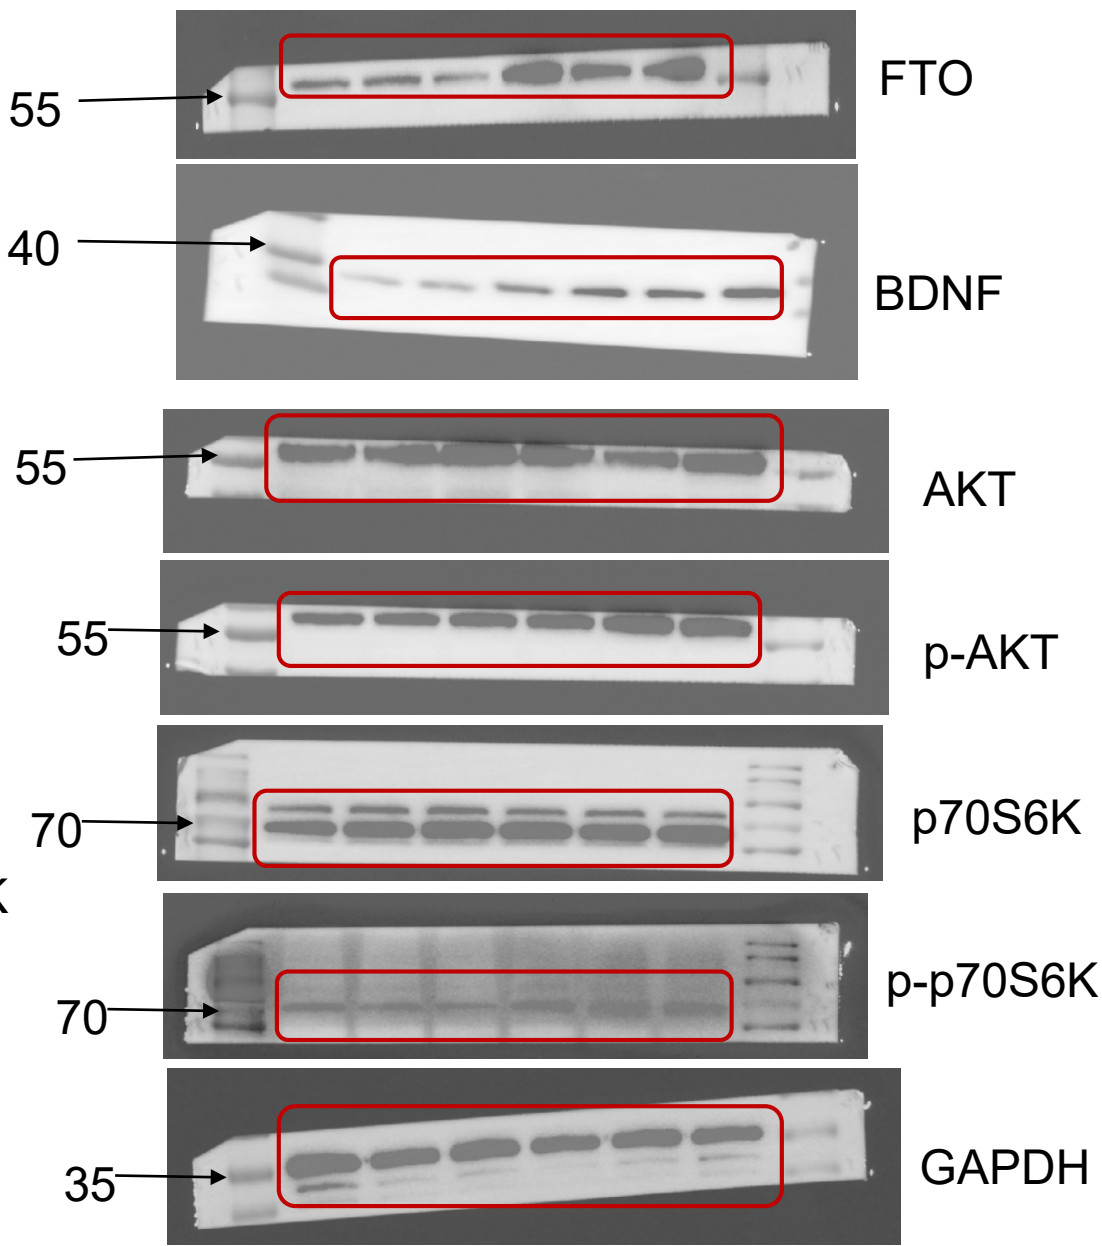

Figure 6J

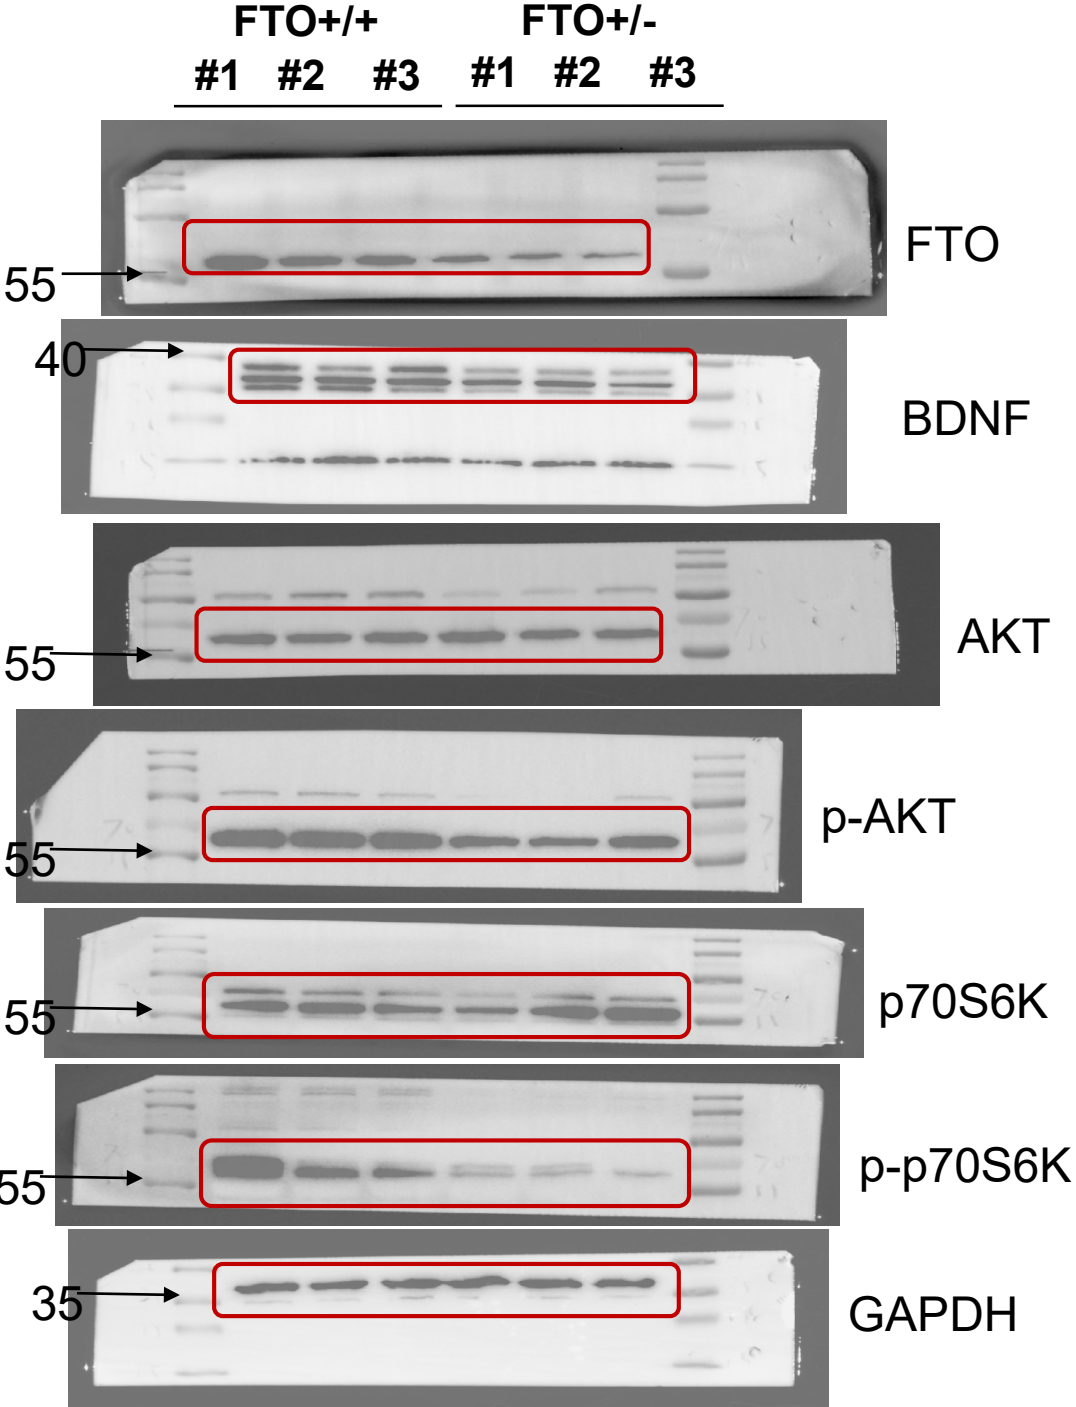

Supplementary Figure 1C

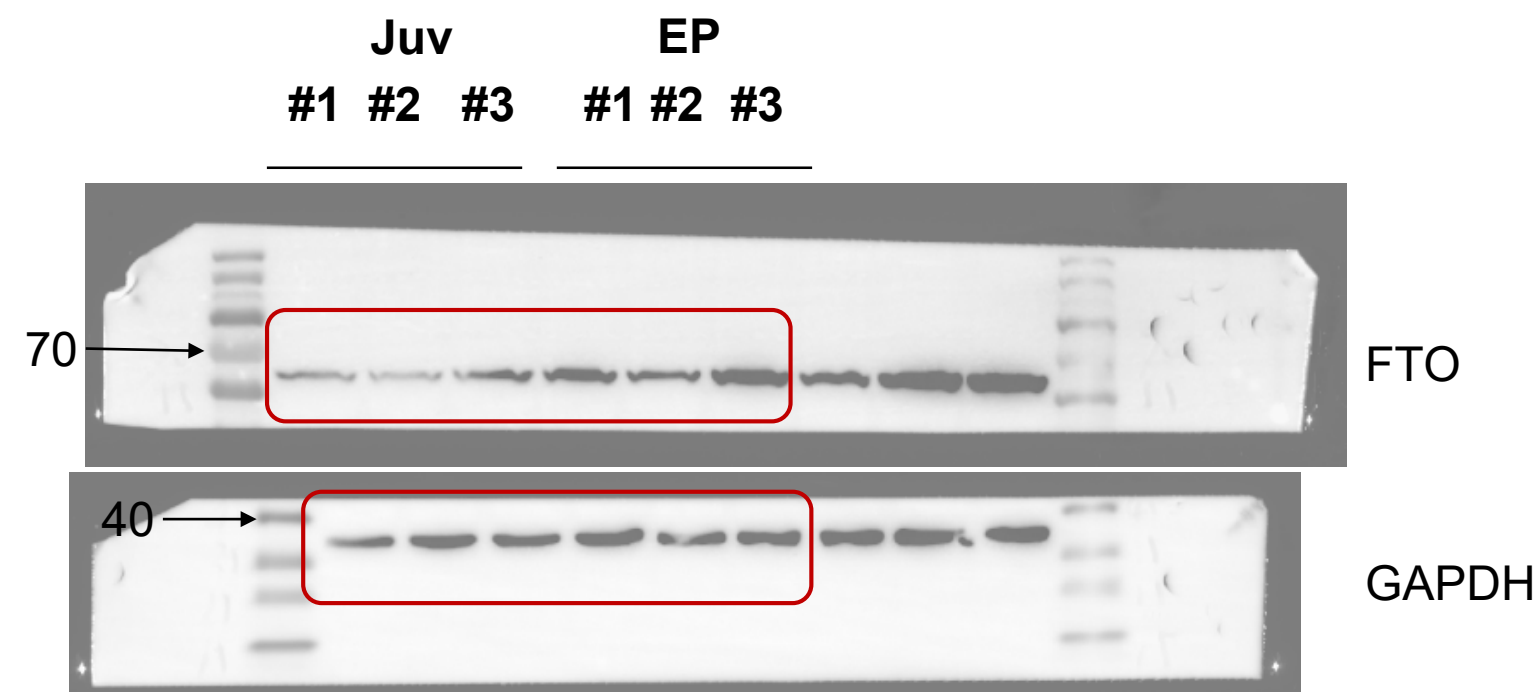

Supplementary Figure 2B

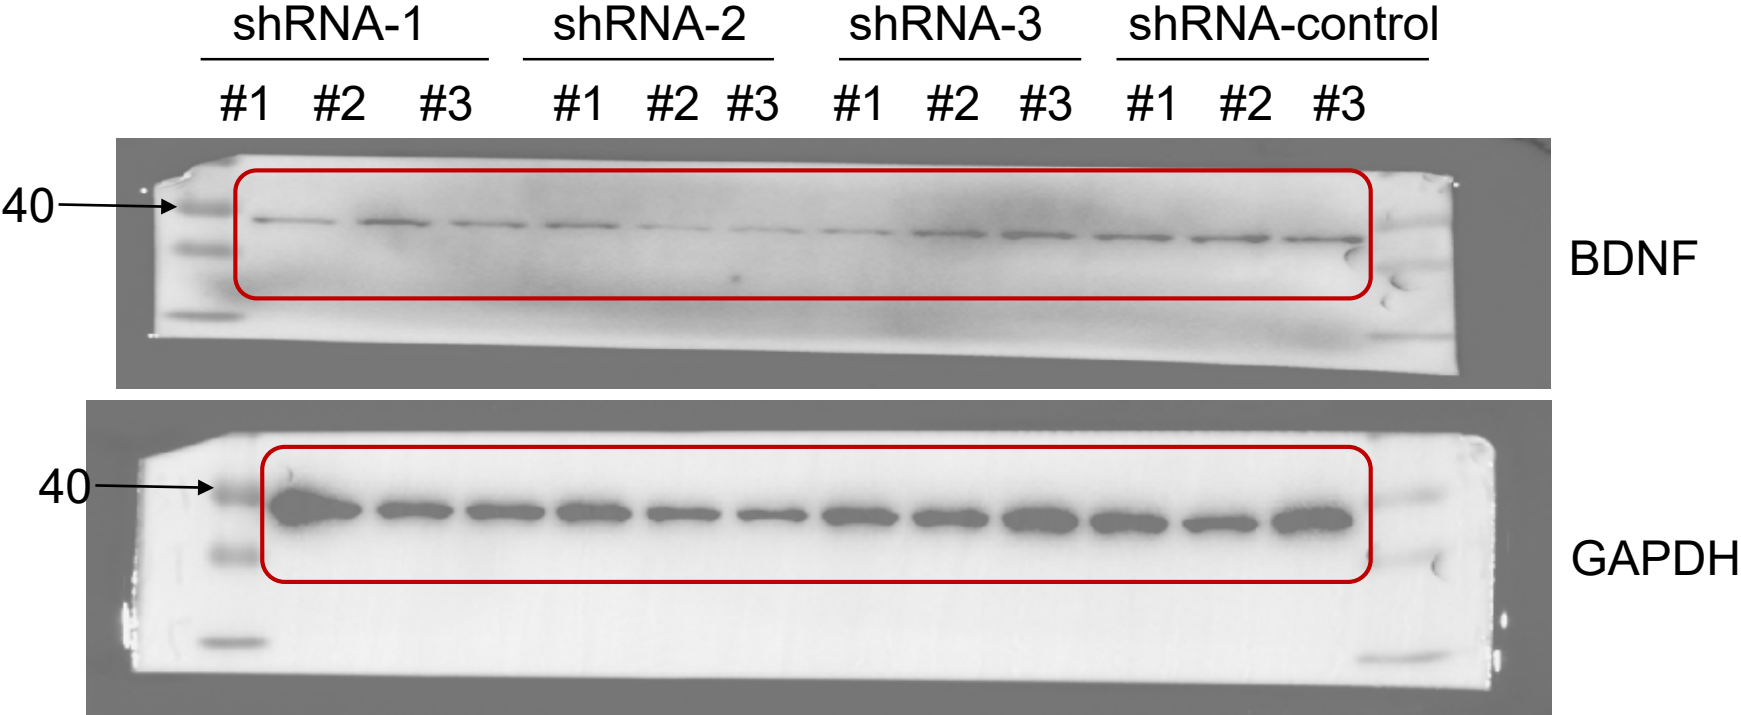

Supplementary Figure 3B

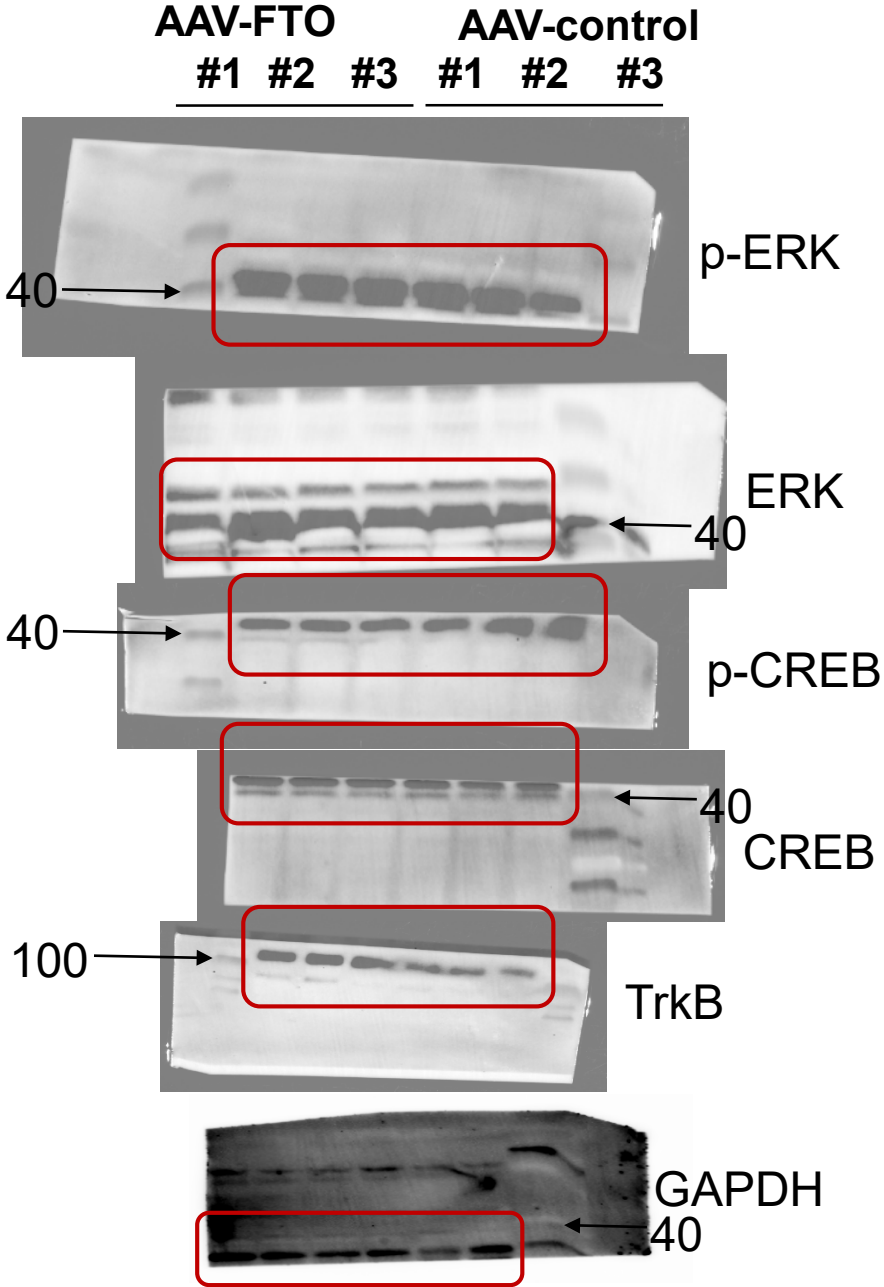

Supplementary Figure 3D

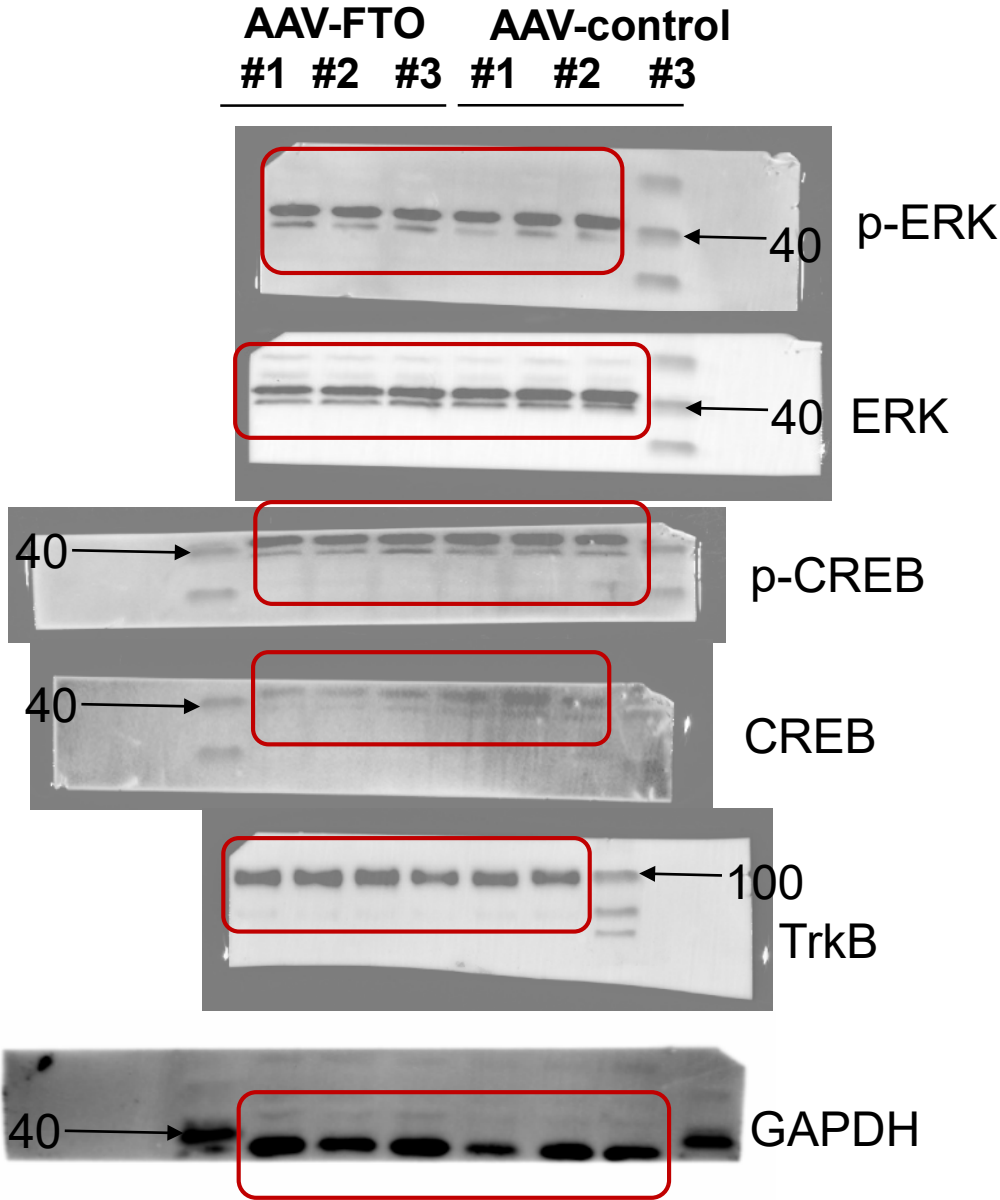

Supplementary Figure 4G

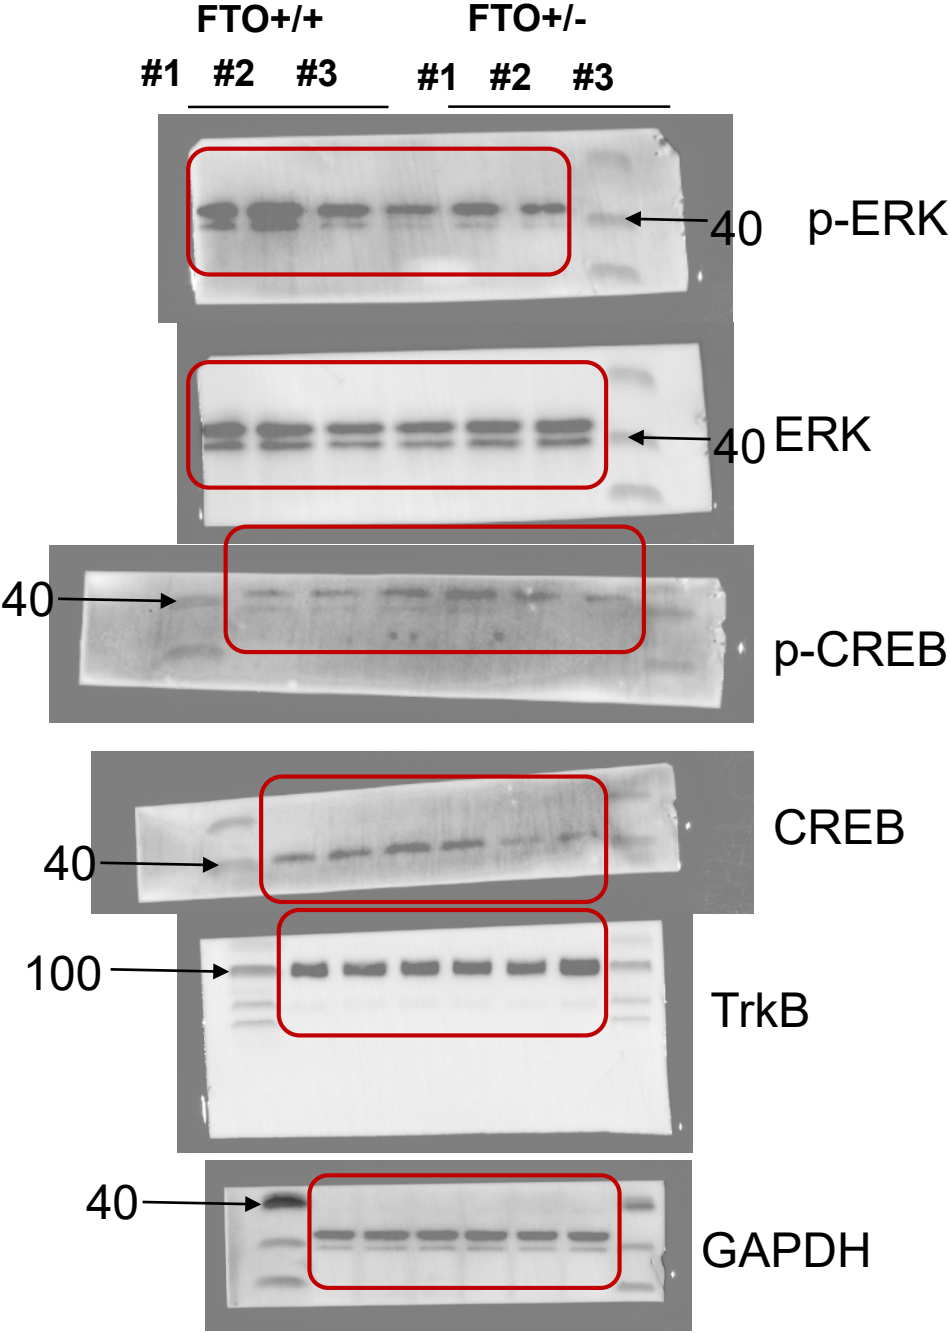

**Supplement:** Supplementary file 5

# Supplementary material for: Hypothalamic FTO upregulates BDNF to promote GnRH expression through the PI3K/Akt pathway, leading to precocious puberty
**Source:** Front Endocrinol (Lausanne). 2025 Oct 31;16:1665391. doi: 10.3389/fendo.2025.1665391
**Supplement:** Supplementary file 6

**Supplementary materials**

**Table S1. Sequences of qPCR primers.**

| **Gene** | **Species** | **Forward primer (5’-3’)** | **Reverse primer (5’-3’)** | |
| --- | --- | --- | --- | --- |
| **qPCR primers** |  |  |  | |
| *β-actin* | mouse | AAGATCAAGATCATTGCTCCTCC | GACTCATCGTACTCCTGCTTGC | |
| *FTO* | mouse | GAGCAGCCTACAACGTGACT | GAAGCTGGACTCGTCCTCAC | |
| *GnRH* | mouse | TGATCCTCAAACTGATGGCCG | CGCAACCCATAGGACCAGTG | |
| *Bdnf* | mouse | TCATACTTCGGTTGCATGAAGG | ACACCTGGGTAGGCCAAGTT | |
| *Akt-1* | mouse | ATGAACGACGTAGCCATTGTG | TTGTAGCCAATAAAGGTGCCAT | |
| *Akt-2* | mouse | ACGTGGTGAATACATCAAGACC | GGGCCTCTCCTTATACCCAAT | |
| *Akt-3* | mouse | AGGTTGGGTTCAGAAGAGGG | AGGGGATAAGGTAAGTCCACATC | |
| *Kiss1* | mouse | CTCTGTGTCGCCACCTATGG | AGGCTTGCTCTCTGCATACC | |
| *NKB* | mouse | CTCCTCGTGATGCCCTCTAAT | AGGGAGCAAATCAGGGGGT | |
| *Dyn* | mouse | TGTGCAGTGAGGATTCAGGATG | ACCGTCAGGGTGAGAAAAGATG | |
| *β-actin* | rat | TGCCGCATCCTCTTCCTC | GGTCTTTACGGATGTCAACG | |
| *GnRH* | rat | CCGCTGTTGTTCTGTTGACTGTG | GGGGTTCTGCCATTTGATCCTC | |
| *FTO* | rat | GACACTTGGCTTCCTTACCTG | CTCACCACGTCCCGAAACAA | |
| *Bdnf* | rat | TGTGGTCAGTGGCTGGCTCTC | ACAGGACGGAAACAGAACGAACAG |  |
| *Kiss1* | rat | AGCTGCTGCTTCTCCTCTGT | AGGCTTGCTCTCTGCATACC |  |
| *NKB* | rat | TGATCTCTCTCTGCTACCTCCAC | CCCTGTCTTTATGATGCAGTCC |  |
| *Dyn* | rat | CTCTCCAGCAGGTTTGGC | CTGGGACCGAGTCACCAC |  |
| **MeRIP-qPCR primers** | | |  |  |
| *Bdnf* peak | mouse | AGCAAAGCCGAACTTCTCAC | TTTGCTGTCCTGGAGACTCA |  |

**Table S2. The information of antibodies and reagents used in this study.**

| **Antibodies** | **Company** | **Catalog Number** | **Application** |
| --- | --- | --- | --- |
| GAPDH | CST | #2118 | WB |
| GnRH | Santa Cruz | sc-32292 | IF |
| BDNF | Proteintech | 28205-1-AP | IF |
| FTO | Santa Cruz | sc-271713 | IF |
| FTO | ABclonal | A1438 | WB |
| BDNF | ABclonal | A18129 | WB |
| AKT (pan) | CST | #4691 | WB |
| phosphor-AKT | CST | #4060 | WB |
| p70S6K | CST | #9202 | WB |
| phosphor-p70S6K | CST | #9209 | WB |
| TrkB | Abclonal | A21227 | WB |
| CREB | CST | #9197 | WB |
| Phospho-CREB | CST | #9198 | WB |
| ERK | Abclonal | A4782 | WB |
| Phospho-ERK | Abclonal | AP0974 | WB |
| HRP Goat Anti-Rabbit IgG (H+L) | ABclonal | AS014 | WB |
| HRP Goat Anti-Mouse IgG (H+L) | Abclonal | AS003 | WB |
| Cy3-conjugated Goat anti-Mouse IgG (H+L) | Abclonal | AS008 | IF |
| CoraLite594-conjugated  donkey anti-Rabbit IgG  (H+L) | Proteintech | SA00013-8 | IF |
| FITC-conjugated donkey  anti-mouse IgG (H+L) | Proteintech | SA00003-9 | IF |

**Table S3. Oligonucleotides sequences for short hairpin RNA (shRNA), overexpression and knockdown plasmid, and virus.**

| **Oligonucleotides name** | **Species** | **Sequence (5’-3’)** |
| --- | --- | --- |
| LV-FTO-OE | mouse | NM_011936.2 |
| LV-FTO-KD | mouse | GCTGAGGCAGTTCTGGTTT |
| shRNA-Bdnf-1 | mouse | GAATTGGCTGGCGATTCATAA |
| shRNA-Bdnf-2 | mouse | TTCTACGAGACCAAGTGTAAT |
| shRNA-Bdnf-3 | mouse | TGAGCGTGTGTGACAGTATTA |
| shRNA-control | mouse | CCTAAGGTTAAGTCGCCCTCG |
| scAAV-FTO-OE | rat | NM_001039713.1 |

LV, lentivirus; scAAV, self-complementary adeno-associated virus; OE, overexpression; KD, knockdown.

**Table S4. Clinical characteristics of girl participants with central precocious puberty and control.**

|  | CPP group  (n=14) | Control group  (n=10) | *P* value |
| --- | --- | --- | --- |
| Age (years) | 7.931±0.3335 | 8.02±0.1812 | 0.8356 |
| Height (cm) | 133.7 (129.5-138.3) | 128.5 (124.7-134.0) | 0.0732 |
| Body weight (kg) | 31.47±1.303 | 26.71±2.015 | 0.0314* |
| BMI (kg/m2) | 17.61±0.6143 | 15.60±0.6520 | 0.0382* |
| Tanner stage of breast development | 1.7 (1-2) | 3 (2-4) | <0.001*** |

CPP, Central precocious puberty; BMI, Body mass index.

*Statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

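m6A was measured by MeRIP-seq in the arcuate nucleus of female rats at 3 and 5 weeks, from 1 pool of 3 rats per age, with 1 input and 1 immunoprecipitated (IP) library each, 4 libraries in all. The paper states that reads were trimmed with Cutadapt v1.9.3, and the submitters' notes name fastp 0.19.4 and HISAT2 2.0.4. The peak caller, its scaling between libraries and the annotation are not given in the sources used here.

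The authors' deposited peak lists of each age give log2 fold enrichment of IP over input, as made by their caller from 1 library of each kind, and the authors' deposited table of the comparison gives the log2 enrichment at both ages and their difference. The p-value and the adjusted p-value of each peak are also the authors', made before deposit by their caller, and the adjusted ones follow the Benjamini-Hochberg procedure. From p, adjusted p and rank, the lists held 29653 of 29916 regions tested at 3 weeks and 33056 of 33221 at 5 weeks. The largest p was 0.0497 at 3 weeks, 0.0496 at 5 weeks and 0.0499 in the authors' deposited table, so each holds peaks under 0.05. Peak lengths and positions are in bases of the genome, introns included. None of the 3 tables holds read counts or input levels, so depth per library and the precision it gives are unknown. Regions such as stop codon or 3' UTR are the authors' annotation.

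Peaks past the thresholds are those with the authors' p under 0.05 and a fold change of at least 2. Overlaps between the ages were found with bedtools 2.31.1 on the same strand, with at least 1 base in common. Shares have 95% Wilson intervals, which cover counting error over peaks. With 1 library per group no test across genes was run, and samples were grouped by age alone.

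Before the data were examined, 21 gene lists were fixed: BDNF and Trk signalling, PI3K/Akt/mTOR pathway, m6A writers, erasers and readers, puberty and GnRH control, arcuate neuropeptides and neuron markers, cholinergic synapse, neuroactive ligand receptors, calcium signalling, axon guidance, extracellular matrix, oligodendrocyte and myelin markers, astrocyte markers, microglia markers, endothelial markers, tanycyte and ependymal markers, ventromedial nucleus markers, pituitary hormone genes, choroid plexus markers, immature neuron markers, immediate early genes and reference genes. Each gene took its peak with the smallest p in the authors' deposited table. The median log2 fold change of a list, made from the authors' deposited values, was placed among 10000 random lists matched on deciles of mean enrichment over the ages, for lists with at least 5 measured genes, a minimum set after the data were seen. Which lists are reported at the paper's sentences was also chosen after the data were seen. GO and KEGG terms were read from the authors' annotation, 11489 and 5239 of 14750 genes with a term of each kind, with the GO annotation of 882 and the KEGG annotation of 9 genes not used here. The number of genes of a term with a weaker or stronger peak was placed among 10000 random sets with the same number of peaks per gene. These percentiles describe the pools and are not tests.

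Genes are named by a rule set in advance: the 24 genes of the paper, the 10 peaks with the smallest p in each direction, and up to 4 members per list past the thresholds with the smallest p. Others are said to have been chosen after their values were seen. Some genes that the rule names are not reported here, nor drawn in the plots, though the counts include them. The list procedure was tested on simulated data with 8564 genes and lists of 20: of 100 lists, 4 fell below the 2.5 percentile with no shift, and 98 with a log2 shift of -0.5. All members of a simulated list had the same shift, and the matching deciles were set before it was added. These counts therefore do not show how often a smaller or partly changed list would be found.

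Alternatives covered the peaks counted, the overlap, the p and fold thresholds, centring, the value per gene and the matching of random lists. Motif searches were left out because no genome sequence was used, and the paper's RNA-seq was not analysed here. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with plots by matplotlib 3.10.9.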

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

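The tests of scaling, of immunoprecipitation yield, of weak enrichment at 3 weeks and of exon against stop codon peaks were chosen only after the results were seen, as was the list of ribosomal protein genes, and the readings of the tests on weak enrichment and on exon peaks were changed once the matching on mean enrichment was added. The test of gene length alone was added after the one that matched length and enrichment together.

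Ribosomal protein genes, which the paper does not discuss, had m6A peaks above input that ran against the general fall. Of 42 such genes in the authors' deposited table, 12 were stronger at 5 weeks by at least 2-fold and 3 weaker, or 36 and 3 after centring on the median of all deposited peaks, and 21 and 3 after centring on the peaks paired between the ages. Their median log2 fold change in the authors' deposited table is 0.68. Ribosomal protein genes with a peak numbered 48 at 3 weeks and 65 at 5 weeks.

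Their short length alone is argued against: random lists matched on gene length have a median of -1.07, and the ribosomal protein genes lie at percentile 100 of them. Weak enrichment at 3 weeks stays open, since their median of 2.19 is under the 4.25 of all genes in the authors' deposited table, and among lists matched on the 3-week value they lie at percentile 61.0, or 36.7 with gene length matched too, but 99.97 with mean enrichment matched. A peak of the authors' deposited table that is weak at 3 weeks mostly rises, so the matching on the 3-week value nearly fixes its own outcome. Reads shared between gene copies also stay open: 10 peaks of ribosomal protein pseudogenes are in the authors' deposited table, 6 stronger and 1 weaker, and only reads and a genome could part them from their parent genes. A change of methylation with age was not tested apart from these.

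Transcripts of the mitochondrial genome, also outside the genes the paper discusses, had strong enrichment over input, with a median log2 of 5.78 over 14 peaks at 3 weeks and 5.91 over 14 at 5 weeks. Of 13 such peaks in the authors' deposited table, 0 were stronger and 0 weaker by at least 2-fold, with changes from -0.94 to 0.62, while centring on the median of all deposited peaks makes 7 stronger and 0 weaker, and centring on the peaks paired between the ages 0 and 0.

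For the excess of weaker over stronger peaks at 5 weeks, the scaling of the authors' joint model stays open. At peaks with the same coordinates, the enrichment in the authors' deposited table lies a median of 0.02 from the separate list at 3 weeks (2408 peaks). At 5 weeks it lies -0.17 from it (2620 peaks), and the difference of these medians, -0.19, is the offset. Single peaks can differ from it. With this offset removed, 2.81 peaks are weaker for each stronger one, against 4.42 before. This ratio cannot decide it, since the peaks were kept by their p before the removal. A scaling shared with the separate lists would also leave no offset. Centring on the peaks paired between the ages leaves 2.06, and centring on the median of all deposited peaks, which evens out the signs by construction, 0.736. A lower yield of the immunoprecipitation at 5 weeks stays open. In the authors' deposited table, mitochondrial peaks with a fold enrichment of at least 4 at 3 weeks have a median log2 fold change of 0.0858. Nuclear peaks of like strength have -1.53. Both medians rest on peaks with the authors' p under 0.05, which can leave out nuclear peaks with small changes. The mitochondrial Mt-atp6 passed that threshold with a change of 0.03. Over all peaks paired between the separate lists the median difference is -0.32. These were not chosen by the p of their change. They had to be called at both ages, which can leave out large changes. With 1 IP library per age, yield and age cannot be told apart. A fall of methylation with age stays open for the same reason.

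Peaks in exons were more often stronger at 5 weeks than peaks at stop codons, 17.0% of 3139 against 2.85% of 4490 in the authors' deposited table, a difference of 14.2 percentage points. Exon peaks were the weaker ones at 3 weeks, with a median log2 enrichment of 3.45 against 4.49 in the authors' deposited table. Whether the strength at 3 weeks accounts for the difference stays open: it averages 2.31 points within deciles of 3-week enrichment but 9.22 within deciles of mean enrichment, and the 3-week value is part of the change, so the first matching nearly fixes its own outcome. In the weakest decile at 3 weeks, 62.2% of exon and 51.0% of stop codon peaks were stronger, a difference of 11.3 points. No biological explanation was tested.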

How the results depend on the processing

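The removal of the offset, the centring on paired peaks, the matching on 3-week enrichment and the centring of annotation terms were chosen after seeing the data, as was the tolerance for the all-peak shift. No paired analysis was possible because each age is 1 pool. Searches for RRACH, DRACH, GGAC and the centre of each peak were not run without a genome, nor were the scaling of input RNA and the comparison of peak strength with input level, since the tables hold no input values.

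The share of peaks at stop codons was 26.0% at 3 weeks and 25.4% at 5 weeks among peaks enriched at least 4-fold, and 28.2% and 28.3% among peaks that overlap one of the other age. Shared peaks made up 58.2% of the 3-week and 52.2% of the 5-week peaks with a reciprocal overlap of 50%, 97.1% and 94.8% by gene, and 84.5% and 79.2% among peaks enriched at least 4-fold. These changes follow from the peaks or overlaps counted.

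The all-peak shift was -0.32 over the 17268 peaks paired between the separate lists. All of these have an adjusted p under 0.05 at both ages, so that threshold removed none of them. Stronger peaks numbered 865 by adjusted p and 577 among peaks called at both ages. Weaker peaks numbered 9272 at 1.5-fold, and without a fold threshold the counts were 2292 stronger and 10412 weaker. Centring on the median of all deposited peaks gave 2291 stronger and 1686 weaker, and centring on paired peaks 3703 weaker. Weaker peaks outnumbered stronger ones in each of these settings except the centring on all deposited peaks, which evens out the signs by construction.

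With that centring the Bdnf change was -0.74, under 2-fold, while it stayed past 2-fold at -1.66 from the separate lists, -1.51 with the offset removed and -1.38 centred on paired peaks. Centring also left 2 weaker genes in the BDNF list, 2 in the PI3K list, 3 in the puberty list, 3 in the cholinergic list, 3 in the receptor list and 0 in the calcium list. By the mean over a gene's peaks the calcium list moved to percentile 99.35, in the upper 2.5%, the side of smaller falls, while the other 11 list percentiles, and all 12 with matching on 3-week enrichment or the peak with the largest mean enrichment, stayed between the outer tails, the calcium list with that peak only just, at 97.49. The same mean moved the weaker members of the m6A writers, erasers and readers from 5 to 8, of the oligodendrocyte markers from 4 to 2 and of the immediate early genes from 2 to 1. Plasma membrane moved to percentile 79.5, axon guidance to 40.8 and ribosome to 22.2 with centred changes, and the other 21 term percentiles stayed on their side of the outer 2.5%. Where a result changed other than through the peaks counted, the cause was not tested.

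Of 68 named genes weaker by at least 2-fold, 57 fell under it with centring on all deposited peaks and 11 did not. With the offset removed 22 fell under it, and with centring on paired peaks 35. These shifts all run upwards, so the stronger genes could not fall under it. Depth could not be examined without read counts.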

Differences from the paper's values

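The counts that the paper gives with Fig. 1C match those counted here at the same thresholds, 1348 stronger and 5953 weaker in the authors' deposited table. The paper calls them transcripts, while they are peaks, in 1226 and 4778 genes.

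The paper names extracellular matrix, PI3K/protein kinase B signal transduction and the cholinergic synapse among the enriched terms of Fig. 1D and Fig. 1E, which rest on MeRIP-seq and RNA-seq together. In the MeRIP-seq data alone, and with the term for positive regulation of protein kinase B signaling standing for the second, the number of genes with a weaker peak lay at percentile 68.7, 45.1 and 77.7 of random sets, and that with a stronger peak at 71.7, 19.5 and 78.8. Thyrotropin-releasing hormone receptor activity, also named, has 2 genes with a peak and lay at 89.4 for weaker and 39.2 for stronger peaks. With both genes weaker, 89.4 is the highest and 39.2 the lowest percentile this term could take before centring. Its place there therefore says nothing against the paper. With centring on the median of all deposited peaks, chosen after seeing the values, none of these terms reached the upper 2.5%. Neuroactive ligand-receptor interaction (99.8), calcium signaling (99.2) and plasma membrane (98.1), also named by the paper, were in it for weaker peaks, the last before centring alone. The random sets match the number of peaks per gene and not their enrichment.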

Other observations

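The tests here are descriptions of lists fixed before the data were examined, and the centring of annotation terms was chosen after the results were seen. Genes named beyond the 4 with the smallest p past the thresholds of a list were chosen after their values were seen. Centring is on the median of all deposited peaks.

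m6A writers, erasers and readers had 18 of 22 genes with a peak at 3 weeks and 20 at 5 weeks, and 17 in the authors' deposited table, 5 weaker and 0 stronger, or 1 weaker (Igf2bp2) and 0 stronger after centring, at percentile 85.6 of random lists. The weaker ones are Ythdf2, Rbm15, Wtap, Cbll1 and Igf2bp2. In the authors' deposited table the log2 fold change is -1.36 for the reader Ythdf2 and -1.40 for Rbm15, a writer subunit. Both are under 2-fold after centring. Igf2bp2 had 0 peaks called at 3 weeks and 2 at 5 weeks. Axon guidance receptors and ligands had 28 of 28 genes with a peak at 3 weeks and 28 at 5 weeks, and 24 in the authors' deposited table, 16 weaker and 2 stronger, or 2 weaker (Nrp1 and Ntn1) and 3 stronger (Robo1, Epha3 and Dcc) after centring, at percentile 39.6 of random lists. The weaker ones include Nrp1 (-2.12). The stronger ones before centring, by the peak with the smallest p, are Epha3 (the authors' adjusted p 0.0599) and Dcc. Dcc runs both ways in the authors' deposited table, with that exon peak at 2.54 from a 3-week value of 0.08 but weaker peaks at its start codon (-1.70, under 2-fold after centring) and in another exon (-2.42). Extracellular matrix genes had 17 of 20 genes with a peak at 3 weeks and 19 at 5 weeks, and 13 in the authors' deposited table, 4 weaker and 3 stronger, or 1 weaker (Acan) and 3 stronger (Col5a1, Lama2 and Lamb1) after centring, at percentile 80.7 of random lists. The weaker ones are Tnr, Ncan, Acan and Col4a1. Lama2, stronger in an exon (2.15), was weaker at its stop codon (-3.18) in the authors' deposited table. The authors' adjusted p is 0.0768 for Col4a1 and 0.0968 for Col5a1.

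Oligodendrocyte markers had 16 of 17 genes with a peak at 3 weeks and 16 at 5 weeks, and 14 in the authors' deposited table, 4 weaker and 0 stronger, or 1 weaker (Olig2) and 0 stronger after centring, at percentile 90.9 of random lists. The weaker ones are Olig2, Pdgfra, Sox10 and Myrf. Astrocyte markers had 8 of 8 genes with a peak at 3 weeks and 8 at 5 weeks, and 8 in the authors' deposited table, 2 weaker and 1 stronger, or 0 weaker and 1 stronger (Aldh1l1) after centring, at percentile 77.5 of random lists. The weaker ones are Gfap and Sox9. Microglia markers had 8 of 9 genes with a peak at 3 weeks and 8 at 5 weeks, and 5 in the authors' deposited table, 1 weaker and 0 stronger, or 1 weaker (C1qa) and 0 stronger after centring, at percentile 87.2 of random lists. Endothelial markers had 5 of 7 genes with a peak at 3 weeks and 5 at 5 weeks, and 4 in the authors' deposited table, 4 weaker and 0 stronger, or 1 weaker (Pecam1) and 0 stronger after centring. They are Flt1, Kdr, Tek and Pecam1.

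Arcuate neuropeptides and neuron markers had 10 of 17 genes with a peak at 3 weeks and 13 at 5 weeks, and 4 in the authors' deposited table, 2 weaker and 1 stronger, or 2 weaker (Ghr and Mc4r) and 1 stronger (Crh) after centring. Tanycyte and ependymal markers had 2 of 6 genes with a peak at 3 weeks and 4 at 5 weeks, and 3 in the authors' deposited table, 0 weaker and 1 stronger, or 0 weaker and 1 stronger (Vim) after centring. Immature neuron markers had 5 of 6 genes with a peak at 3 weeks and 5 at 5 weeks, and 2 in the authors' deposited table, 2 weaker and 0 stronger, or 0 weaker and 0 stronger after centring. They are Sox4 and Sox11. Immediate early genes had 5 of 6 genes with a peak at 3 weeks and 5 at 5 weeks, and 2 in the authors' deposited table, 2 weaker and 0 stronger, or 1 weaker (Arc) and 0 stronger after centring. They are Egr1 and Arc, though Arc has a stronger 3' UTR peak (2.62) in the authors' deposited table. Reference genes had 6 of 8 genes with a peak at 3 weeks and 6 at 5 weeks, and 3 in the authors' deposited table, 1 weaker and 0 stronger, or 1 weaker (Tbp) and 1 stronger (Ywhaz) after centring.

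For tissue next to the arcuate nucleus, ventromedial nucleus markers had 2 of 4 genes with a peak at 3 weeks and 3 at 5 weeks, and 0 in the authors' deposited table, 0 weaker and 0 stronger. Pituitary hormone genes had 1 of 7 genes with a peak at 3 weeks and 0 at 5 weeks, and 0 in the authors' deposited table, 0 weaker and 0 stronger. Choroid plexus markers had 1 of 4 genes with a peak at 3 weeks and 1 at 5 weeks, and 1 in the authors' deposited table, 1 weaker and 0 stronger, or 1 weaker (Kl) and 0 stronger after centring.

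Under the KEGG label for GnRH signaling, 28 of 71 genes had a weaker peak in the authors' deposited table (percentile 77.3, and 38.7 after centring). Centring reverses the balance to 6 weaker and 18 stronger, as it does over all deposited peaks (1686 weaker and 2291 stronger). Under the label for ribosome, 11 of 112 had a weaker peak (percentile 0.005, and 22.2 after centring) and 17 a stronger one (percentile 99.98, and 100 after centring) in the authors' deposited table, and centring shifts the balance to 6 weaker and 47 stronger.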
